# The Dynamic Change of Immune Responses Between Acute and Recurrence Stages of Rodent Malaria Infection

**DOI:** 10.3389/fmicb.2022.844975

**Published:** 2022-02-17

**Authors:** Suilin Chen, Yuanli Gao, Yongling Fan, Shuai Guo, Jian Zhou, Taiping Liu, Wenyue Xu

**Keywords:** malaria parasite, scRNA-seq, recurrence, adaptive immune responses, innate immune responses

## Abstract

Malaria infections are persistent as frequent recrudescence of the disease may occur following the acute infection stage, but the different immune responses that control the acute and recrudescence stages are still largely unknown. Using single-cell RNA sequencing (scRNA-seq), we showed that the number of Th1 and plasma cells in the spleen was significantly reduced during the recurrence stage compared to the acute stage of *Plasmodium chabaudi chabaudi AS* (*P. chabaudi*) infection. Additionally, the ability of both CD4^+^ T cell responses and B cells to control *P. chabaudi* recurrence was significantly reduced compared to their roles in the control of acute infection. In contrast, the number of innate immune cells, including red pulp macrophages (RPMs), gamma delta (γδ) T cells, and Dendritic cells (DCs) were significantly increased during the recurrence stage and showed to be critical for *P. chabaudi* infection recurrence control. Thus, our data strongly suggest the complementary role of innate immune responses in controlling malaria recrudescence when adaptive immune responses are suppressed. These findings shed new light on the development of immune interventions against malaria.

## Introduction

Malaria, one of the most devastating diseases worldwide, is caused by *Plasmodium* infection. Acute blood-stage malaria is controlled by parasite-specific CD4^+^ T cell responses (Pombo et al., 2002), antibodies (Cohen et al., 1961), and CD8^+^ T cell responses (Junqueira et al., 2018). However, some parasite clones are able to evade the host immune attack by switching their variant antigens, such as *var*, repetitive interspersed family (*rif*), and subtelomeric variant open reading frame (*stevor*), resulting in frequent recrudescence (Scherf et al., 2008). Thus, after the acute infection stage, malaria infection persists at low levels for several months or years, and this has been regarded as a reservoir for malaria transmission (Ouedraogo et al., 2009; Okell et al., 2012; Churcher et al., 2015; Barry et al., 2021). Understanding the underlying mechanisms involved in the host control of malaria recrudescence will provide us with novel clues for designing immune intervention measures against malaria parasites and blocking malaria transmission.

*Plasmodium chabaudi* (*P. chabaudi*, a rodent malaria parasite) infection is characterized by an acute infection stage (before day 10) that can subsequently persist for 2 to 3 months with frequent recurrences of infection (Stephens et al., 2012). The frequent recurrence of *P. chabaudi* infection, which is similar to that of recrudescence of human malaria, is thus responsible for persistent infection after the acute infection stage. Therefore, *P. chabaudi* infection is a well-established model for studying the mechanisms underlying the immune control of malaria recrudescence (Mamedov et al., 2018). The recurrence of *P. chabaudi* infection has been attributed to differential expression of variant-like genes during the acute and recurrence stages (Brugat et al., 2017), but the predominant immune effectors that control the recurrence are largely unknown.

It is well known that both parasite-specific CD4^+^ T cell responses and antibodies are critical for the control *P. chabaudi* infection during the acute phase (Meding and Langhorne, 1991). In contrast, during the chronic infection stage, both CD4^+^ T and CD8^+^ T cells tend to be exhausted with upregulated expression of programmed cell death-1 (PD-1) and lymphocyte-activation gene 3 (LAG3) (Butler et al., 2012; Illingworth et al., 2012; Horne-Debets et al., 2013), implying that the immune system is impaired and cannot control the chronic infection. Furthermore, a recent study demonstrated that γδT cells, which are significantly increased in both human malaria and *P. chabaudi* chronic infection, are involved in the control of *P. chabaudi* recurrence through the secretion of macrophage colony-stimulating factor (M-CSF) (Mamedov et al., 2018). Moreover, the loss or dysfunction of γδT cells has been closely associated with clinical immunity in *P. falciparum* infected children (Jagannathan et al., 2014), indicating the importance of γδT cells in the control of chronic malaria infection. These findings strongly suggest that the immune effectors involved in the control of *P. chabaudi* recurrence might be different from those involved in the control of acute infection.

In the current study, we revealed the dynamic change in host immune responses against *P. chabaudi* infection in the acute phase and parasitemic recurrence stage using single-cell RNA sequencing (scRNA-seq). In contrast to their important role in the control of acute phase *P. chabaudi* infection, CD4^+^ T cells and antibodies are less critical than the innate immune responses in controlling *P. chabaudi* recurrence. Strikingly, innate immune responses were found to be essential for the control of the recurrence of *P. chabaudi.*

## Materials and Methods

### Mice and Experimental Malaria Model

C57BL/6J mice (6–8 wk of age) were purchased from the Animal Institute of the Academy of Medical Science (Beijing, China). B cell-deficient mice (μMT, C57BL/6 background) were originally obtained from the Jackson Laboratory (Bar Harbor, ME, United States). All mice were bred and maintained in our pathogen-free animal facility. Only female mice were used in the current study. All mouse studies were reviewed and approved by the Animal Ethics Committee of the Army Medical University (Third Military Medical University) Institute of Medical Research, under the approval number AMUWEC2020135. *P. chabaudi* was maintained in our laboratory. For infection studies, mice were inoculated intraperitoneally with 1 × 10^6^ parasitized RBCs (pRBCs). Parasitemia was determined by examination of Giemsa-stained thin blood smears every other day after infection.

### Single-Cell RNA Sequencing, Library Preparation, and Alignment

For splenocytes isolation, mouse spleens were mechanically disrupted with the back of a 10 ml syringe, filtered through a 70 μm strainer, and subjected to red blood cell lysis with 1 × red blood cell lysis solution (Miltenyi Biotec, Bergisch Gladbach, Germany). Cells were washed twice with cold Roswell Park Memorial Institute (RPMI) 1,640 medium supplemented with 2 μM glutamine, 100 U ml^–1^ penicillin/streptomycin and 5–10% fetal bovine serum (FBS). Trypan blue staining showed a >90% viability of splenocytes. For scRNA-seq analysis, splenocytes isolated from *P. chabaudi*-infected mice (*n* = 5) at day 8 and day 16 post-infection, were loaded on a Chromium Controller (10 × Genomics, Pleasanton) at a concentration of 10^3^ cells/μl per sample, to generate Gel Bead-In EMulsions (GEMs). Barcoded sequencing libraries were constructed using the Chromium Single Cell 3′ Reagent Kits v3 (10 × Genomics) according to the manufacturer’s instructions. Following library preparation, sequencing was performed with paired-end sequencing of 150 nt at each end using one lane of the NovaSeq 6000 per sample. Raw sequencing data were processed using Cell Ranger (10 × Genomics; v6.0.1). The CellRanger function “count” was used to align raw reads with the STAR aligner against the mm10 reference genome. After counting non-redundant unique molecular identifiers (UMIs), single-cell digital-expression matrices were obtained. Library preparation and sequencing were performed at Jiayin Biotechnology Ltd. (Shanghai, China).

### Single-Cell Clustering Using Seurat

The output “cellranger” matrices were loaded into the Seurat package (v4.0.3) in R (v4.0.3). To remove low-quality cells, cells with unique gene counts (less than 200) and genes expressed in fewer than three cells were filtered out. Standard data pre-processing was performed to remove mitochondrial genes, residual red blood cells, cell doublets, and multiplets. The UMI count matrix for each cell was normalized using a global scaling normalization method “LogNormalize.” The “ScaleData” function implemented in the Seurat package was used to remove the unwanted sources of variation through the “vars.to.regress” argument. The 3,000 most variable genes were selected for further analysis. Before dimensionality reduction, the data were scaled such that the average expression was 0, and the variance was equal to 1. The first 10 dimensions of the principal component analysis (PCA) were used for cluster identification, and the clusters were identified using the FindClusters function with a resolution of 0.5. Datasets of multiple samples were combined into a single dataset using canonical correlation analysis with the “IntegrateData” function. Uniform manifold approximation and projection (UMAP) analysis was used to visualize the selected datasets. General cell types were annotated based on the cell type-specific marker gene expression and the genes driving heterogeneity of clusters (*Cd79a*, *Cd79b*, B cells; *Cd3e*, T cells; *Flt3*, DCs; *Itgam*, *Adgre1*, monocytes/macrophages; *Klra8*, NK cells; *Ly6g*, neutrophils; *Pf4*, platelets). Immune cell subpopulations were annotated using previously reported genes to identify the following populations: CD4^+^ T cells (*Cd3e*, *Cd4*), CD8^+^ T cells (*Cd3e*, *Cd8a*, *Cd8b1*), γδ T cells (*Cd3e*, *Tcrg-C1*, *Tcrg-C2*), NKT cells (*Cd3e*, *Klrb1c*, *Klrc1*), T helper type 1 (Th1) cells (*Cd3e*, *Tbx21*, *Ifng*), T follicular-helper (Tfh) cells (*Cd3e*, *Bcl6*, *Cxcr5*), T-regulatory (Treg) cells (*Cd3e*, *Foxp3*, *Il2ra*), naive CD8^+^ T cells (*Cd3e*, *Cd8a*, *Cd8b1*, *Ccr7*, *Il7r*), effector CD8^+^ T cells (*Cd3e*, *Cd8a*, *Cd8b1*, *Gzma*, *Prf1*), plasma cells (*Cd79a*, *Cd79b*, *Jchain*, *Sdc1*), GC B cells (*Cd79a*, *Cd79b*, *Fas*, *Ighd*).

### Differential Gene Expression Analysis

The Seurat package in R (v4.0.3) was used to perform differential gene expression analysis and compare the expression profiles between the two groups. Differential expression analysis was conducted using the default two-sided non-parametric Wilcoxon rank-sum test with Bonferroni correction, using all genes in the dataset. *P*-values were adjusted for multiple testing using the false discovery rate (FDR). Genes with a *P*-value of < 0.05 was considered differentially expressed genes. The enhanced volcano plots were used to display the differentially expressed genes between the two cell clusters. Genes of interest were labeled.

### Flow Cytometry Analysis

The following antibodies were used for flow cytometry analysis: anti-mouse CD45R/B220 (APC, clone RA3-6B2, BioLegend), anti-mouse CD3 (FITC, clone 17A2, BioLegend), anti-mouse NK1.1 (PE, clone PK136, BioLegend), anti-mouse CD11c (APC, clone N418, BioLegend), anti-mouse CD11b (Percp/Cy5.5, clone M1/70, BioLegend), anti-mouse Ly6G (APC, clone 1A8, BioLegend), anti-mouse F4/80 (FITC, clone BM8, BioLegend), anti-mouse Ly6C (PE, clone HK1.4, BioLegend), anti-mouse CD11c (APC/Cyanine7, clone N418, BioLegend), anti-mouse TCRγ/δ (APC, clone GL3, BioLegend), anti-mouse CD3 (PE/Cyanine7, clone 17A2, BioLegend), anti-mouse CD4 (FITC, clone GK1.5, BioLegend), anti-mouse CD8α (APC, clone 53–6.7, BioLegend), anti-mouse CD45R/B220 (Pacific Blue, clone RA3-6B2, BioLegend), anti-mouse CD19 (PerCP/Cyanine5.5, clone 6D5, BioLegend). The LIVE/DEAD™ Fixable Violet Stain kit (Invitrogen, Grand Island, NY, United States) was used to determine the viability of cells. For flow cytometry staining, spleens were collected on the appropriate days, and single-cell suspensions of splenocytes were prepared as described above. A 1 × 10^6^ splenocytes were first incubated with anti-CD16/CD32 antibodies (clone 93, BioLegend) to block Fc receptors and then incubated with the antibodies of interest for 45 min. The cells were analyzed on a FACSCanto II instrument (BD Biosciences, San Jose, CA, United States), and the data were analyzed with FlowJo software.

### *In vivo* Depletion Assays

For CD4 and CD8^+^ T cell depletion assay, 200 μg anti-CD4 mAb (clone GK1.5, BioXcell), anti-mouse CD8β (clone 53–5.8, BioXcell) or the corresponding isotype control IgG was injected intraperitoneally into *P. chabaudi*-infected mice at days -1, 1, 3, 5, 7 or days 14, 16, 18, 20, 22 after the challenge. Depletion of B cells was accomplished by intraperitoneal injection of 500 μg of anti-CD19 mAb (clone 1D3, BioXCell) and 500 μg of anti-B220 mAb (clone RA3.3A1/6.1, BioXCell) or the corresponding isotype control IgG at 12, 14, 16, 18, and 20 days post-infection. CD4^+^ T cells, CD8^+^ T cells and B cells depletions were verified by staining blood samples with anti-mouse CD4 (APC, clone GK1.5, BioLegend), anti-mouse CD8α (FITC, clone 53–6.7, BioLegend), anti-mouse CD19 (PerCP/Cyanine5.5, clone 6D5, BioLegend), and anti-mouse B220 (Pacific Blue™, clone RA3-6B2, BioLegend). For phagocytes depletion assay, 200 μl of clodronate liposomes (Liposoma BV) or control liposomes were injected intravenously into *P. chabaudi*-infected mice at days 14, 17, 20 after infections.

### Statistical Analysis

The data were analyzed using GraphPad Prism version 8.0 (GraphPad Software, La Jolla, CA, United States). Data are shown as the means ± SD unless otherwise stated. Non-parametric tests (Mann-Whitney test) and two-way ANOVA were used to determine the statistical significance between groups. *P*-values < 0.05 were considered statistically significant.

## Results

### Single Cell Analysis Reveals the Dynamic Change of Immune Cells Between Acute and Recurrence Stages

To investigate the predominant immune effectors that control the recurrence of rodent malaria, the splenic lymphocyte populations at the peak of the recurrent stage (day 16 post-infection) were compared to those at the peak of the acute infection stage (day 8 post-infection) using scRNA-seq (Figure 1A). 

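Splenocytes of 5 mice were pooled at day 0 (uninfected), day 8 and day 16, and each pool gave 1 library of 3′ transcript ends, in which each captured transcript carries a unique molecular identifier (UMI). The authors aligned the reads to mm10 with Cell Ranger and deposited the UMI count of each of 32285 genes in each barcode called as a cell, without normalization. The libraries held 8721 barcodes and 56560456 UMIs at day 0, 11558 barcodes and 120677551 UMIs at day 8, and 9492 barcodes and 72314145 UMIs at day 16. As each time point has 1 library, there are no replicates, and no test between time points was made. The intervals given for these data are 95% intervals for counting error only. They cover neither differences between mice nor differences between cell preparations, and the UMIs of one cell are not independent of each other.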

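Barcodes with fewer than 200 genes were removed, as in the paper's methods. The paper's text names no limit for mitochondrial transcripts and none for doublets. Barcodes with more than 10% of UMIs on mitochondrial genes were removed, and then those most similar to simulated doublets, at 0.8% of barcodes per 1000 barcodes. The filters on genes and mitochondrial UMIs removed 1449, 1507 and 1425 barcodes at day 0, day 8 and day 16, and the doublet step removed 507, 929 and 613. This left 6765, 9122 and 7454 cells with a median of 6583, 7315 and 5436.5 UMIs. The libraries were integrated and clustered with Seurat on 3000 variable genes, 10 principal components and a resolution of 0.5, and the T, CD4+ T, CD8+ T and B cells were each clustered again. Clusters were named from fixed lists of marker genes. The scores and limits that turn marker levels into names were set later, over several versions, with the clusters and the paper's frequencies in view, so a frequency near the paper's is not independent of it. Each frequency has exact Clopper-Pearson limits, and each difference between time points has limits combined from them by Newcombe's method. The level of a gene in a class is the sum of its UMIs per 1000000 UMIs of the class (CPM) with exact Poisson limits, and ratios of day 16 over day 8 have exact binomial limits given the sum of both counts.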

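Of the clusters of all kept cells, 8 were named T cells, 4 B cells and 2 neutrophils, and NK cells, DCs, RPMs, monocytes, platelets and plasma cells took 1 cluster each. The classes differed in depth. RPMs had a median of 1101, 1378 and 985 UMIs per cell at day 0, day 8 and day 16, and platelets 795.5, 640 and 701. Monocytes had a median of 9415.5, 20623 and 12141 UMIs. A cluster of 145 cells led by Ccl4, Gzmb and Gzma held 0 cells at day 0, 131 at day 8 and 14 at day 16 and was left unnamed, since 1 marker of its highest-scoring list was detected and 3 were asked for. Another unnamed cluster held 30 cells, all at day 0, and was led by Scgb1a1 (ENSMUSG00000024653, chromosome 19 of GRCm38, 9083636 to 9087958).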

UMAP analysis classified the splenic lymphocytes into eight clusters based on the cell-specific molecular markers, including T cells (*Cd3e*), B cells (*Cd79a*, *Cd79b*), NK cells (*Klra8*), DCs (*Flt3*), RPMs (*Adgre1*), monocytes (*Itgam*), neutrophils (*Ly6g*), and platelets (*Pf4*) (Figures 1B,C). The main lymphocytes were the B and T cells. However, a cluster of red blood cells was found in the initial UMAP analysis (data not shown), which was due to insufficient lysis of red blood cells during splenocyte preparation. 

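Erythroid clusters held 37 of 6765 kept cells at day 0, 802 of 9122 at day 8 and 3272 of 7454 at day 16. Their share was 0.547% (0.385% to 0.753%) at day 0, 8.79% (8.22% to 9.39%) at day 8 and 43.9% (42.8% to 45.0%) at day 16, with a median of 4442, 1607 and 2811 UMIs per cell. At day 16, 784 of the 3272 cells (24.0%) held at least 10 UMIs of the proliferation genes Mki67 (ENSMUSG00000031004, chromosome 7 of GRCm38, 135689784 to 135716361) and Top2a (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189) together. The same was so for 4.72% of T cells, whose median was 9261 UMIs, and the limit of 10 UMIs was chosen after the values were seen. The paper attributes the red blood cells to insufficient lysis.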

The clusters of red blood cells were removed in the subsequent analysis.

**FIGURE 1:**
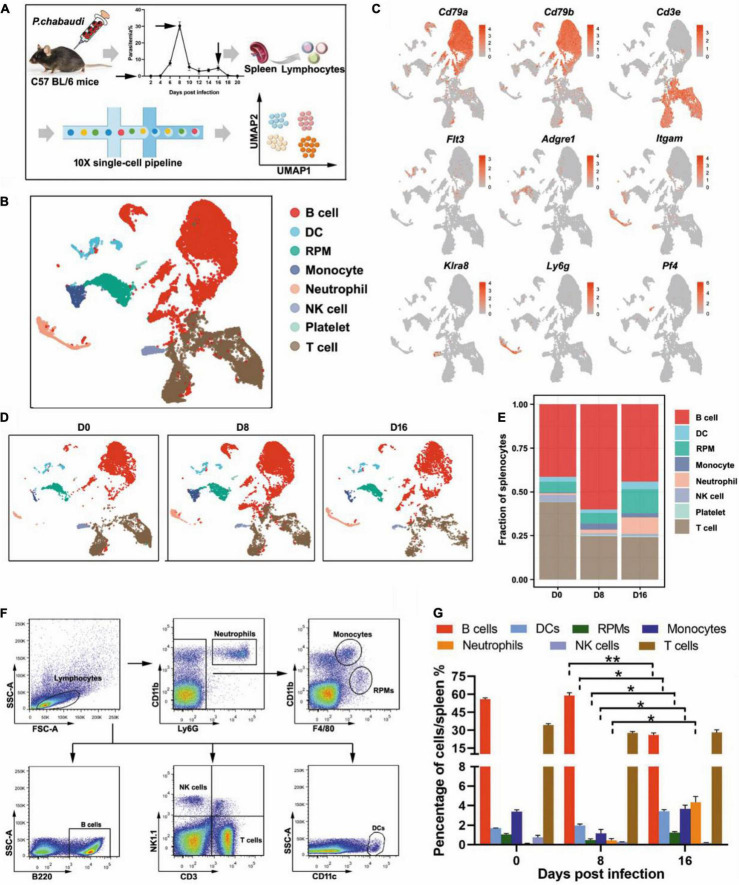
Single-cell analysis revealed the dynamic changes of immune cells between the acute and recurrence stages of *P. chabaudi* infection. **(A)** Schematics of the experimental pipeline. Splenocytes from five mice were pooled together at days 0, 8, and 16 post-infection for 10 × Genomics scRNA-seq. The arrow indicates the day when mouse spleens were harvested. **(B)** Unsupervised clustering was performed on the UMAP to identify groups of cells with similar gene expression. **(C)** UMAP visualization showing the expression of canonical immune cell markers in each cluster of cells. **(D)** UMAP plot from **(B)** split by the three time points post-infection. **(E)** Fractions of immune cell populations relative to all splenocytes as the immune cell numbers change during the *P. chabaudi* infection. **(F)** Representative flow cytometry analysis of major immune cell populations at days 0, 8, and 16 post-infection. **(G)** Cellular composition of immune cells evaluated by flow cytometry as in **(F)**. The data are presented as mean ± SD based on three independent biological replicates. Plasma cells were included in the population of B cells, *P < 0.05; **P < 0.01.

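The cells left after the erythroid clusters were removed, 6728 at day 0, 8320 at day 8 and 4182 at day 16, are the denominator of the frequencies of the general classes. Platelets numbered 12 cells at day 0, 55 at day 8 and 21 at day 16. Monocytes numbered 32, 239 and 89, or 0.476% (0.326% to 0.671%), 2.87% (2.52% to 3.25%) and 2.13% (1.71% to 2.61%). Their frequency changed by -0.744 percentage points from day 8 to day 16 (-1.31 to -0.148), and by 0.852 points when no variable was regressed out. NK cells numbered 256, 54 and 51, or 3.80% (3.36% to 4.29%), 0.649% (0.488% to 0.846%) and 1.22% (0.909% to 1.60%). Cells of unnamed clusters made up 0.446%, 1.57% and 0.335%.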

All eight clusters were found in splenocytes collected from either uninfected mice or *P. chabaudi* infected mice at day 8 or day 16 post-infection, but the frequency of several clusters fluctuated significantly. 

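T cells numbered 3137 at day 0, 2259 at day 8 and 1123 at day 16. Their frequency was 46.6% (45.4% to 47.8%), 27.2% (26.2% to 28.1%) and 26.9% (25.5% to 28.2%). It changed by -19.5 percentage points from day 0 to day 8 (-21.0 to -17.9). The change from day 8 to day 16 was -0.298 points (-1.95 to 1.37), so that a difference between these days was not detectable at this depth. Among 9 other settings of the processing, a mitochondrial limit of 5% moved the earlier change most, to -25.0 points. The later change was moved most by a clustering resolution of 1.0, to -3.03 points, and it was 1.52 points with a mitochondrial limit of 20%.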

Compared to baseline (day 0), the number of T cells decreased at day 8 post-infection but returned to the baseline level at day 16 post-infection. However, the number of B cells was significantly increased in the acute phase, but then significantly declined in the recurrence phase. In contrast, innate immune cells, including RPMs, DCs, and neutrophils, significantly increased during the recurrence stage compared to the acute stage (Figures 1D,E). 

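Plasma cells were counted as B cells, as in the paper. B cells made up 2655 of the non-erythroid cells at day 0, 4602 at day 8 and 1613 at day 16, or 39.5% (38.3% to 40.6%), 55.3% (54.2% to 56.4%) and 38.6% (37.1% to 40.1%). The frequency rose by 15.9 percentage points from day 0 to day 8 (14.3 to 17.4) and changed by -16.7 points from day 8 to day 16 (-18.6 to -14.9).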

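RPMs numbered 381, 517 and 670 at day 0, day 8 and day 16, or 5.66% (5.12% to 6.24%), 6.21% (5.70% to 6.75%) and 16.0% (14.9% to 17.2%). The gain from day 8 to day 16 was 9.81 percentage points (8.58 to 11.1). It was 5.03 points with a minimum of 500 genes per cell. Neutrophils numbered 61, 189 and 417, or 0.907% (0.694% to 1.16%), 2.27% (1.96% to 2.62%) and 9.97% (9.08% to 10.9%), with a median of 3586, 3834 and 11528 UMIs. Their gain from day 8 to day 16 was 7.70 points (6.74 to 8.70). DCs, a cluster with Clec9a, Flt3, Xcr1 and Zbtb46, numbered 164, 274 and 184, or 2.44% (2.08% to 2.83%), 3.29% (2.92% to 3.70%) and 4.40% (3.80% to 5.07%). Their gain from day 8 to day 16 was 1.11 points (0.381 to 1.87). The other markers on the DC list, among them Cd209a, Clec10a and Siglech, were not detected in this cluster. The gain is that of this cluster alone and may leave out other DCs. The difference in DCs between day 0 and day 8 changed its sign with 20 principal components, without regression, and with cells assigned one by one from marker scores.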

The change trends of the infiltrated lymphocytes were well confirmed by flow cytometry analysis of splenocytes from *P. chabaudi*-infected mice at day 8 and day 16 post-infection (Figures 1F,G). Therefore, our single-cell analysis revealed significant changes in both adaptive and innate immune cells between the acute phase and the recurrence phase of *P. chabaudi* infection.

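Frequencies in one library add up to a whole, so that a larger share of one class lowers the shares of the others. The number of cells per spleen was not measured in these libraries. From the frequencies of the clusters and from flow cytometry, the paper concludes that both adaptive and innate immune cells changed between the acute phase and the recurrence phase.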

### CD4^+^ T Cell Responses Are More Efficient to Control Infection During the Acute Stage Than During the Recurrence Stage

It is well known that parasite specific CD4^+^ T cells are responsible for controlling blood-stage malaria infection (Meding and Langhorne, 1991). The acute infection of *P. chabaudi* drove the differentiation of Th0 into CD4^+^ Th1 cells and CD4^+^ Tfh cells (Lonnberg et al., 2017). Interferon-gamma (IFN-γ) secreted by Th1 cells then promoted macrophages to degrade phagocytosed parasites (Stephens et al., 2005), while CD4^+^ Tfh cells helped the B cells to generate antibodies (Perez-Mazliah et al., 2017). Additionally, acute malaria infection increased Treg cells, which reduce the CD4^+^ T cell response, to maintain immune hemostasis (Hisaeda et al., 2004; Nie et al., 2007; Haque et al., 2010). However, the dynamic change of CD4^+^ T cell responses in the whole process of *P. chabaudi* infection is still largely undefined.

T cell population was firstly classified into clusters of CD4^+^ T cells (*Cd3e* and *Cd4*) and other T cells, according to the specific markers (Figures 2A,B). 

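T cells were clustered again, and clusters with Cd4 (the lead marker), Cd40lg and Izumo1r were named CD4+ T cells. They held 1874 of 3137 T cells at day 0, 1265 of 2259 at day 8 and 433 of 1123 at day 16. This was a frequency of 59.7% (58% to 61.5%), 56.0% (53.9% to 58.1%) and 38.6% (35.7% to 41.5%) of T cells. From day 0 to day 8 it changed by -3.74 percentage points (-6.44 to -1.04), and from day 8 to day 16 by -17.4 points (-21.0 to -13.9). Among the 9 settings planned, a resolution of 1.0 moved the later change most, to -4.86 points. A cluster of 138 T cells, with 5, 13 and 120 cells by day, was named NKT cells but could not be told apart from CD4+ T cells. If it is counted as CD4+ T cells, their frequency at day 16 was 49.2% (46.3% to 52.2%) and the later change -7.33 points (-10.9 to -3.71), and with a subset score of at least 2 they were 53.7% and -3.63 points. Both alternatives were added after the data had been seen. T cells in clusters that met the limits of no class made up 2.01%, 7.04% and 8.01%, and stayed in the denominator. Among them, a cluster of dividing cells held 1, 60 and 21 cells, and a cluster led by the neutrophil genes S100a8, Ltf and S100a9 held 2, 0 and 43.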

The frequencies of CD4^+^ T cells were comparable at the three time points (Figure 2C). 

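The CD4+ T cells were clustered again without 11 genes that are compared between time points inside the subsets, among them Ctla4, Lag3, Havcr2, Pdcd1 and Ifng. For the same reason Ifng was not used to name Th1 cells, whose list held Tbx21, Cxcr6, Cxcr3, Ccl5 and Nkg7 with further genes. The earlier clusterings of all cells and of T cells did not leave the 11 genes out. Th1 cells, Tfh cells and Treg cells took 1 cluster each. The median depth of Th1 cells was 6545.5, 11859 and 8434 UMIs at day 0, day 8 and day 16, that of Tfh cells 6548, 9860 and 7745, and that of Treg cells 6512, 6190 and 7855.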

Then, the CD4^+^ T cells were further divided into Th1 (*Cd3e*, *Tbx21*, and *Ifng*), Tfh (*Cd3e*, *Bcl6*, and *Cxcr5*), Treg (*Cd3e*, *Foxp3*, and *Il2ra*), and other CD4^+^ T cells, based on their specific markers (Figures 2D,E). Th1 cells were greatly increased during the acute stage as compared to the control, but then significantly decreased in the recurrent phase. 

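Th1 cells numbered 14 of 1874 CD4+ T cells at day 0, 135 of 1265 at day 8 and 40 of 433 at day 16. Their frequency was 0.747% (0.409% to 1.25%), 10.7% (9.02% to 12.5%) and 9.24% (6.68% to 12.4%). It rose by 9.92 percentage points from day 0 to day 8 (8.20 to 11.8). The change from day 8 to day 16 was -1.43 points (-4.58 to 2.10) and was not detectable at this depth. This later change depended on the clustering. It was -8.02 points with the libraries merged without integration and 14.5 points with a resolution of 1.0. It was negative under 9 of 10 planned settings, for 7 of the 10 within the interval. The cluster of 138 cells named NKT cells also decides its sign. In alternatives added after the data had been seen, the change was 17.4 points (13.2 to 21.7) with this cluster counted as Th1 cells, -3.33 points (-6.04 to -0.356) with it counted as other CD4+ T cells, and 24.7 points with a subset score of at least 2.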

An increased number of Tfh cells were also observed during the acute *P. chabaudi* infection stage, but no significant reduction in Tfh cells was observed during the recurrence stage. 

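Tfh cells numbered 184, 375 and 177 at day 0, day 8 and day 16, a frequency of 9.82% (8.51% to 11.3%), 29.6% (27.1% to 32.2%) and 40.9% (36.2% to 45.7%) of CD4+ T cells. The gain was 19.8 percentage points from day 0 to day 8 (16.9 to 22.7) and 11.2 points from day 8 to day 16 (5.89 to 16.6). With a resolution of 1.0 the change from day 8 to day 16 was -0.658 points. In alternatives added after the data had been seen, it was 2.66 points (-1.99 to 7.43) with the cluster of 138 NKT cells counted as CD4+ T cells, and -1.14 points with a subset score of at least 2.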

As expected, the number of Treg cells was also significantly increased during the acute stage and declined during the recurrence stage (to a level much lower than the baseline) (Figures 2F,G). 

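Treg cells numbered 138 at day 0, 114 at day 8 and 25 at day 16, or 7.36% (6.22% to 8.64%), 9.01% (7.49% to 10.7%) and 5.77% (3.77% to 8.41%) of CD4+ T cells. A difference of 1.65 percentage points between day 0 and day 8 (-0.338 to 3.71) was not detectable at this depth. With doublets kept, this difference was 6.84 points. From day 8 to day 16 the frequency changed by -3.24 points (-5.87 to -0.199), and it was lower at day 16 under all 10 planned settings. In the clustering of all T cells, a CD4+ T cluster with Foxp3 among its leading genes held 120, 111 and 41 cells by day. Another such cluster held 25, 11 and 20. At day 16 these hold more cells than the 25 named Treg cells, so the decrease rests on the later clustering of CD4+ T cells.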

Differential gene expression analysis showed that the signals of T cell exhausting markers, such as CTLA-4 (*Ctla4*), LAG3 (*Lag3*), Tim3 (*Harvcr2*), and PD-1 (*Pdcd1*) were significantly downregulated, but the signal of the main effector of Th1 cells, IFN-γ (*Ifng*), was also significantly reduced in Th1 cells in the recurrence phase, as compared to the gene expression in the acute phase (Figure 2H). 

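In Th1 cells, 1612416 UMIs of 135 cells at day 8 and 360278 UMIs of 40 cells at day 16 were summed. Ctla4 (ENSMUSG00000026011, chromosome 1 of GRCm38, 60887000 to 60915832) had 1036 CPM at day 8 (987 to 1087) and 486 CPM at day 16 (416 to 563), a log2 ratio of -1.09 (-1.33 to -0.87). For Lag3 (ENSMUSG00000030124, chromosome 6, 124904361 to 124911705), the level was 930.3 CPM (884 to 979) and 627 CPM (548 to 715), a log2 ratio of -0.57 (-0.78 to -0.37). Pdcd1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553) had 239 CPM (216 to 264) and 97.1 CPM (67.7 to 135), a log2 ratio of -1.30 (-1.84 to -0.80). Havcr2 (ENSMUSG00000020399, chromosome 11, 46454935 to 46481255) had 174 UMIs at day 8, or 108 CPM (92.5 to 125), and 0 UMIs at day 16, which allows up to 10.2 CPM. Against a floor of 3 counts summed over the class, Havcr2 was at least 13.0-fold lower at day 16, while the counting interval of the ratio reaches up to a log2 ratio of -3.38. The level of Ifng (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892) was 1659 CPM (1597 to 1723) at day 8 and 419 CPM (355 to 492) at day 16, a log2 ratio of -1.98 (-2.23 to -1.75).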

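To compare cells at equal depth, 1000 UMIs were drawn from each cell. A UMI of Ctla4 was then found in 53.3% of Th1 cells at day 8 (44.6% to 62.0%) and 22.5% at day 16 (10.8% to 38.5%), and a UMI of Ifng in 52.6% (43.8% to 61.2%) and 20.0% (9.05% to 35.6%). In B cells, which should lack both genes and had a median of 7500 and 8785 UMIs, each of these genes was found in 0.176% of cells at day 8 and in 0 of 1523 cells at day 16, which allows up to 0.242%. With the libraries merged without integration, the log2 ratio was 0.11 for Ctla4 and 0.0045 for Lag3, so both directions rest on the integrated clusters. The decrease of Pdcd1 shrank to -0.22 there. That of Ifng stayed between -2.31 and -1.65 under the 7 planned settings computed for gene levels. The value of -1.65 is on another scale, the log2 of mean counts per 10000 plus 1. Gene levels were not recomputed at a resolution of 1.0, where the share of Th1 cells moved most. Among the other genes labelled in Figure 2H, Tigit had a log2 ratio of -1.18 (-2.69 to 0.02), Tnf 0.28 (-0.46 to 0.95) and Tgfb1 0.75 (0.36 to 1.12). Of 2783 genes with at least 100 UMIs over both days that were no marker, the highest log2 ratios were those of Tnfsf8 (ENSMUSG00000028362) with 3.18 (2.56 to 3.83), Iigp1 (ENSMUSG00000054072) with 2.47 (2.10 to 2.84) and Serpina3f (ENSMUSG00000066363) with 2.19 (1.79 to 2.59). The lowest, beside Havcr2, were those of Lgals7 (ENSMUSG00000053522) with -5.29 (-8.34 to -3.43) and Ccl3 (ENSMUSG00000000982) with -4.07 (-4.70 to -3.50).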

No significant change of T cell exhausting markers in Treg cells was observed between acute stage and recurrence phase of *P. chabaudi* infection (Figure 2H). 

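Treg cells held 776482 UMIs in 114 cells at day 8 and 192656 UMIs in 25 cells at day 16. Ctla4 had 549 CPM (498 to 603) at day 8 and 285 CPM (215 to 372) at day 16, a log2 ratio of -0.94 (-1.37 to -0.53). At equal depth, 36.8% of Treg cells at day 8 (28.0% to 46.4%) and 32% at day 16 (14.9% to 53.5%) held a UMI of Ctla4, against 7 of 3979 B cells at day 8 and none of those at day 16. The log2 ratio of Lag3 was -0.37 (-1.03 to 0.25), from 135 and 26 UMIs. For Havcr2 it was -0.31 (-3.54 to 1.92), from 10 and 2 UMIs, and for Pdcd1 0.49 (-0.88 to 1.70), from 23 and 8 UMIs. Differences in these 3 genes were not detectable at this depth. The same was so for Tigit with -1.31 (-6.75 to 1.5), Tnf with -0.16 (-3.41 to 2.11) and Tgfb1 with 0.08 (-0.67 to 0.77). Among 1231 genes with enough UMIs in this class, Vim (ENSMUSG00000026728) had the highest log2 ratio, 1.10 (0.80 to 1.40), which was -0.27 with doublets kept. Ift80 (ENSMUSG00000027778) followed with 1.01 (0.38 to 1.62) and Klf3 (ENSMUSG00000029178) with 0.96 (0.44 to 1.45). Among the lowest were those of Gzmb (ENSMUSG00000015437) with -3.43 (-4.35 to -2.65) and Hsph1 (ENSMUSG00000029657) with -2.60 (-4.51 to -1.20).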

To compare the different roles of CD4^+^ T cell responses in the control of acute infection and recurrence of *P. chabaudi*, CD4^+^ T cells were depleted during the acute stage and before the onset of recurrence, respectively. After CD4^+^ T cells were depleted during the acute phase (Supplementary Figure 1), the parasitemia of *P. chabaudi* was greatly increased during this phase, and then fluctuated at high levels. The mice could not clear the parasite, and succumbed to the infection. In contrast, mice could clear the parasites after CD4^+^ T cells were depleted during the recurrence stage, although the depletion of CD4^+^ T cells also significantly elevated the *P. chabaudi* parasitemia (Figure 2I). Our data thus illustrate the more important role of CD4^+^ T cell response in the control of acute infection than in the control of recurrent infection of *P. chabaudi*, which was closely associated with the frequency change of CD4^+^ T cell subsets.

**FIGURE 2:**
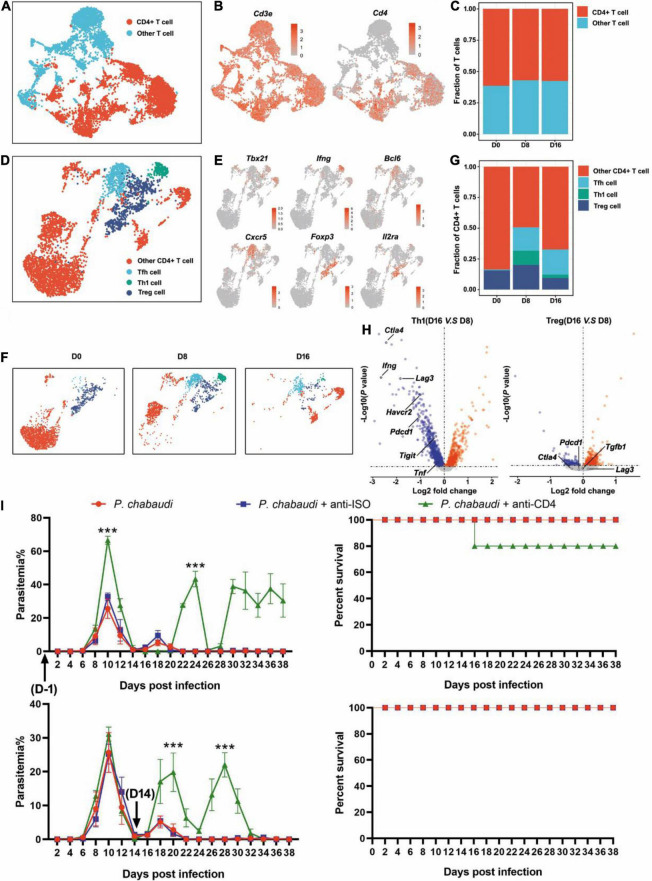
The functions of CD4^+^ T cells during the acute and recurrence stages of *P. chabaudi* infection. **(A)** UMAP projection plot of T cell populations merged from the three time points. **(B)** Feature plots depicting single-cell expression of canonical immune cell markers of CD4^+^ T cells. **(C)** Cell abundance frequencies relative to the total number of T cells at each time point. **(D)** UMAP plot of CD4^+^ T cells pooled together from the three time course samples. **(E)** Marker gene expression in CD4^+^ T cell clusters. **(F)** UMAP plot of CD4^+^ T cells (as in **D**) split into the three stages of infection. **(G)** Fraction of cells in each population relative to the total number of CD4^+^ T cells at each time point. **(H)** Volcano plots showing differential gene expression profiles between clusters of Th1 and Tfh cells at different time points, with a *P*-value of < 0.05. Blue represents downregulated genes and red represents upregulated genes. **(I)** Wild type (WT) mice (*n* = 5) were injected with anti-CD4 or control IgG on days –1, 1, 3, 5, 7 or days 14, 16, 18, 20, 22 after the challenge. All the mice were challenged with *P. chabaudi* on day 0, and the parasitemia and survival rate were monitored. All experiments were performed in triplicates and the data are presented as means ± SD, ***P < 0.001.

### Divergent Role of B Cells in the Control of Acute and Recurrent *Plasmodium chabaudi* Infection

With the help of Tfh cells, germinal center (GC) B cells were activated and then differentiated into memory B cells and long-lived plasma cells (LLPC) (Deenick and Ma, 2011). High-affinity antibodies were produced by the LLPC after the Ig type switch and destroyed malaria parasites through neutralization, activation of the complement system, mediation of antibody-dependent cellular cytotoxicity (ADCC) or opsonic phagocytosis mediated by complement fragments and antibodies (Chua et al., 2013; Julien and Wardemann, 2019). Using B cell-deficient mice (μMT) (Supplementary Figure 2), B cells were found to be necessary for the final elimination of the parasites but were not required for the control of early blood-stage malaria infection (von der Weid et al., 1994; Brugat et al., 2017). Using μMT mice in these studies, B cells were absent at the beginning of infection and thus their definitive role in the control of *P. chabaudi* recurrence was unknown.

Therefore, we further classified splenic B cells into GC B (IgD^–^ FAS^+^) and plasma cells according to their specific markers (*Cd79a, Cd79b, Jchain, Sdc1*, plasma cells; *Cd79a, Cd79b, Fas, Ighd*, GC B cells) (Figures 3A,B). 

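B cells were clustered again without immunoglobulin genes. The list for GC B cells held Fas, Mef2b, S1pr2 and Rgs13 with further genes, and that for plasma cells Jchain, Sdc1, Xbp1, Mzb1 and Prdm1 with others. Both classes took 2 clusters. Ighd (ENSMUSG00000104213, chromosome 12 of GRCm38, 113406604 to 113416324) was not used for naming. In GC B cells it had 18.3 CPM (12.9 to 25.1) at day 8 and 16.6 CPM (12.4 to 21.6) at day 16, and in the other B cells 692 CPM (684 to 700.4) and 709 CPM (695 to 724). After 1000 UMIs were drawn per cell, a UMI of Ighd was found in 2.99% of GC B cells at day 8 (0.364% to 10.4%) and 0.667% at day 16 (0.0169% to 3.66%), with a median depth of 24566 and 18387 UMIs. The share was 52.0% and 49.9% in the other B cells, with a median of 7435.5 and 8521 UMIs. In T cells, which should lack the gene and had a median of 8846 UMIs at day 8, it was 2.58% (1.97% to 3.33%) and 0.923% (0.444% to 1.69%), so the level in GC B cells was that of the background.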

GC B cells were significantly increased during the recurrence stage, but not during the acute stage. In contrast, the number of plasma cells greatly increased in the acute phase, but sharply declined to a level slightly higher than that of the baseline, in the recurrence phase (Figures 3C,D). 

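GC B cells made up 36 of 2655 B cells at day 0, 67 of 4602 at day 8 and 150 of 1613 at day 16. Their frequency was 1.36% (0.951% to 1.87%), 1.46% (1.13% to 1.85%) and 9.30% (7.93% to 10.8%). The change from day 0 to day 8, 0.10 percentage points (-0.511 to 0.661), was not detectable at this depth. From day 8 to day 16 the frequency rose by 7.84 points (6.42 to 9.40). A further cluster of 225 B cells had 9 of the GC B markers but stayed unnamed, since its score was 1.09, below the limit of 1.5. It held 5 cells at day 0, 126 at day 8 and 94 at day 16. The change from day 0 to day 8 was 3.99 points with the libraries merged without integration, and 8.22 points with no lead marker asked for and no cluster split, an alternative added after the data had been seen.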

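Plasma cells numbered 34, 542 and 76 at day 0, day 8 and day 16, or 1.28% (0.888% to 1.78%), 11.8% (10.9% to 12.7%) and 4.71% (3.73% to 5.86%) of B cells. The change was 10.5 percentage points from day 0 to day 8 (9.45 to 11.5) and -7.07 points from day 8 to day 16 (-8.44 to -5.59). Their median depth was 26084, 27370 and 32632 UMIs. Of 6918 genes with at least 100 UMIs, the highest log2 ratios of day 16 over day 8 were those of Wfdc21 (ENSMUSG00000051748) with 6.53 (5.44 to 7.88), Apoe (ENSMUSG00000002985) with 5.04 (4.82 to 5.28) and Gm8369 (ENSMUSG00000058470) with 3.43 (3.01 to 3.86). Tmed6 (ENSMUSG00000031919), Tgtp2 (ENSMUSG00000078921) and Tgtp1 (ENSMUSG00000078922) had 201, 221 and 114 UMIs at day 8 and none at day 16, at least 12.1-fold, 13.3-fold and 6.86-fold lower against 3 counts. The counting intervals of these ratios reach up to log2 ratios of -3.29, -3.42 and -2.46. Wfdc21 also rose in T cells, from 0.833 to 12.1 CPM. The median log2 ratio of all these genes in plasma cells was -0.35.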

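The constant region genes Ighg2b (ENSMUSG00000076613, 113302965 to 113307933), Ighg2c (ENSMUSG00000076612, 113285325 to 113288932) and Ighg3 (ENSMUSG00000076615, 113356224 to 113361232) lie on chromosome 12 of GRCm38. Over all non-erythroid cells, Ighg2b had 98.5, 1968 and 1376 CPM at day 0, day 8 and day 16, Ighg2c 237, 3804 and 4461 CPM, and Ighg3 336, 1005 and 232 CPM. The log2 ratio of day 16 over day 8 was -0.52 (-0.53 to -0.50) for Ighg2b, 0.23 (0.22 to 0.24) for Ighg2c and -2.11 (-2.15 to -2.08) for Ighg3. In B cells with plasma cells included, it was -0.19 (-0.20 to -0.17), 0.56 (0.55 to 0.57) and -1.79 (-1.82 to -1.76). Within plasma cells alone, it was 0.83 (0.82 to 0.85), 1.62 (1.61 to 1.63) and -0.84 (-0.87 to -0.81). Most of these UMIs came from few cells. At day 16, the 76 plasma cells gave 180476 of the 183305 UMIs of Ighg2c, so the narrow counting intervals leave out the spread between cells. At equal depth, a UMI of Ighg2c was found in 15.8% (14.8% to 16.9%) of B cells at day 8 and 9.99% (8.56% to 11.6%) at day 16, with a median of 7792.5 and 9070 UMIs. T cells, which should lack it and had a median of 8846 and 9261 UMIs, held it in 11.1% (9.87% to 12.5%) and 6.56% (5.16% to 8.20%).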

Consistently, the expression levels of either *Ighg2b* (IgG2b), *Ighg2c* (IgG2c) or *Ighg3* (IgG3) were significantly increased at the acute stage, but decreased in the recurrence phase (Supplementary Figure 3). Similar to previous studies, parasitemia in μMT mice was elevated at day 10 post-infection, and mice could not clear the parasite and succumbed to infection (Figure 3E). To determine the role B cells play in the control of recurrence of *P. chabaudi*, B cells were depleted with anti-CD220 and anti-CD19 (Supplementary Figure 1). However, no significant difference in parasitemia was found between mice depleted of B cells and mice with B cells (Figure 3F). Overall, B cells thus do not play a role in the control of the parasitemic recurrence of *P. chabaudi*, which was also supported by the declined plasma cells during the recurrence stage.

**FIGURE 3:**
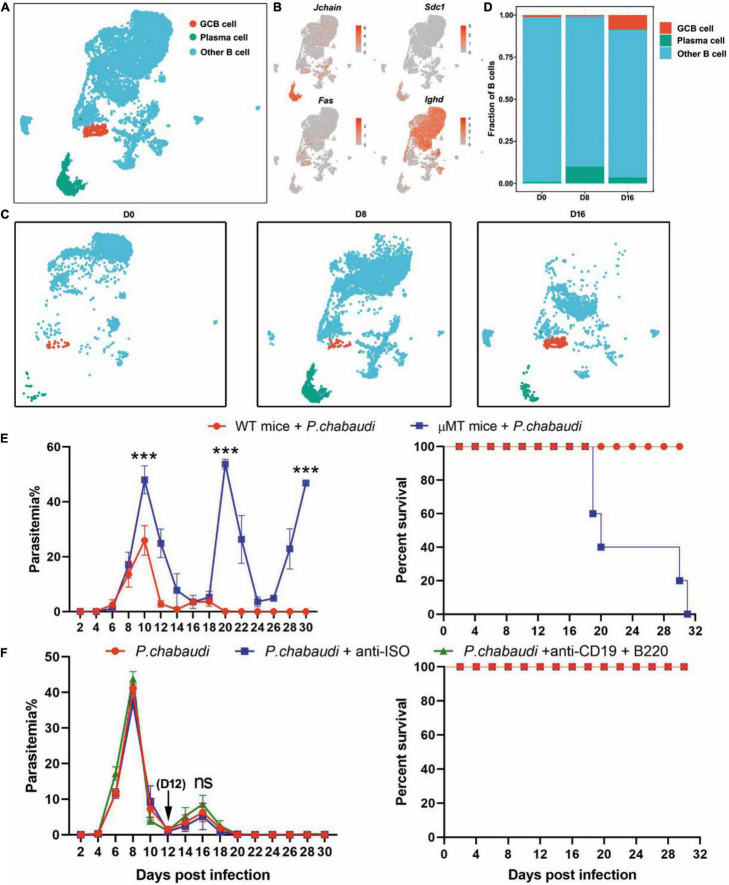
Divergent role of B cells in the control of acute and recurrent *P. chabaudi* infection. **(A)** UMAP projection and graph-based clustering of B cells pooled from all samples. **(B)** Expression of markers driving heterogeneity between B cell subtypes, including the GC B cells and plasma cells. **(C)** Visualization of UMAP plot from **(A)** split by samples during the three stages of infection. **(D)** Proportion of B cell populations relative to total number of B cells at each time point. **(E)** B cell-deficient mice and littermates (μMT, *n* = 5) were challenged intraperitoneal (i.p.) with 1 × 10^6^ pRBCs and the parasitemia and survival rate were recorded. **(F)** WT mice (*n* = 5) were injected with anti-B220 and anti-CD19 or control IgG on days 12, 14, 16, 18, 20 after the challenge. All experiments were performed in triplicates and the data are presented as means ± SD. ns, not significant; ***P < 0.001.

### No Significant Effect of CD8^+^ T Cells on the Acute or Recurrent Phase of Infection

Recently, parasite specific CD8^+^ T cells were demonstrated to recognize and destroy reticulocytes infected with *P. vivax* and cooperate with macrophages to protect against blood-stage rodent malaria (Imai et al., 2015). However, the role of CD8^+^ T cells during *P. chabaudi* infection is still unknown. UMAP analysis showed that effector CD8^+^ T cells (*Cd3e, Cd8a, Cd8b1, Gzma, Prf1*) were increased in the acute phase and further increased in the recurrence phase (Figures 4A–G). 

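Clusters named CD8+ T cells held 1101 T cells at day 0, 793 at day 8 and 356 at day 16, or 35.1% (33.4% to 36.8%), 35.1% (33.1% to 37.1%) and 31.7% (29.0% to 34.5%) of T cells. When they were clustered again, a cluster with Cd4 and Izumo1r among its leading genes held 114, 45 and 27 cells by day. Cd8a and Cd8b1 were detected in it too, and it stayed in the denominator of the effector cells. Prf1 and Gzmb were left out of this clustering of CD8+ T cells and of the naming. They were not left out of the earlier clusterings of all cells and of T cells. Gzma was the lead marker of the effector cells. Effector CD8+ T cells numbered 8, 173 and 107, or 0.727% (0.314% to 1.43%), 21.8% (19.0% to 24.9%) and 30.1% (25.3% to 35.1%) of CD8+ T cells. The frequency rose by 21.1 percentage points from day 0 to day 8 (18.2 to 24.2) and by 8.24 points from day 8 to day 16 (2.63 to 14.0). When cells were assigned one by one from marker scores, without clusters, the change from day 8 to day 16 was -6.21 points.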

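Effector CD8+ T cells held 2430830 UMIs in 173 cells at day 8 and 1046576 UMIs in 107 cells at day 16, with a median of 12795 and 7893 UMIs per cell. Ctla4 had 57.2 CPM (48.1 to 67.5) and 10.5 CPM (5.25 to 18.8), a log2 ratio of -2.44 (-3.48 to -1.56). Havcr2, the gene of Tim3, had 79.8 CPM (69.0 to 91.9) and 19.1 CPM (11.7 to 29.5), a log2 ratio of -2.06 (-2.81 to -1.40). Gzmb (ENSMUSG00000015437, chromosome 14 of GRCm38, 56258838 to 56262260) had 5860 CPM (5764 to 5957) and 1307 CPM (1239 to 1378), a log2 ratio of -2.16 (-2.25 to -2.08). The level of Prf1 (ENSMUSG00000037202, chromosome 10, 61297833 to 61304680) was 247 CPM (228 to 268) and 140 CPM (118 to 164), a log2 ratio of -0.83 (-1.10 to -0.56). After 1000 UMIs were drawn per cell, Gzmb was found in 87.2% of the cells at day 8 (81.3% to 91.8%) and 46.7% at day 16 (37.0% to 56.6%), and in 1.06% and 0.263% of B cells. Prf1 was found in 22.7% (16.6% to 29.7%) and 15.0% (8.80% to 23.1%), and in 0.226% and 0.328% of B cells. The log2 ratio was -1.15 (-1.47 to -0.83) for Ifng, -0.85 (-1.19 to -0.51) for Lag3 and 0.05 (-0.53 to 0.60) for Pdcd1. With the libraries merged without integration, it was 0.37 for Prf1 and 0.90 for Lag3. The decreases of Ctla4, Havcr2 and Ifng then shrank to -0.37, -0.10 and -0.18. Pdcd1 then had 1.36, and -1.91 with doublets kept. Among 4175 genes, the highest log2 ratios were those of Slc25a37 (ENSMUSG00000034248) with 3.04 (2.40 to 3.73), Chst2 (ENSMUSG00000033350) with 2.26 (1.80 to 2.74) and Ifitm10 (ENSMUSG00000045777) with 2.18 (1.58 to 2.79). The lowest were those of Tnfrsf4 (ENSMUSG00000029075) with -6.26 (-11.57 to -3.76), Ifitm1 (ENSMUSG00000025491) with -5.38 (-7.01 to -4.15) and Ggt1 (ENSMUSG00000006345) with -4.56 (-6.85 to -2.98). Slc25a37 rose in B cells too, from 29.7 to 59.0 CPM.

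**Figure D1:**
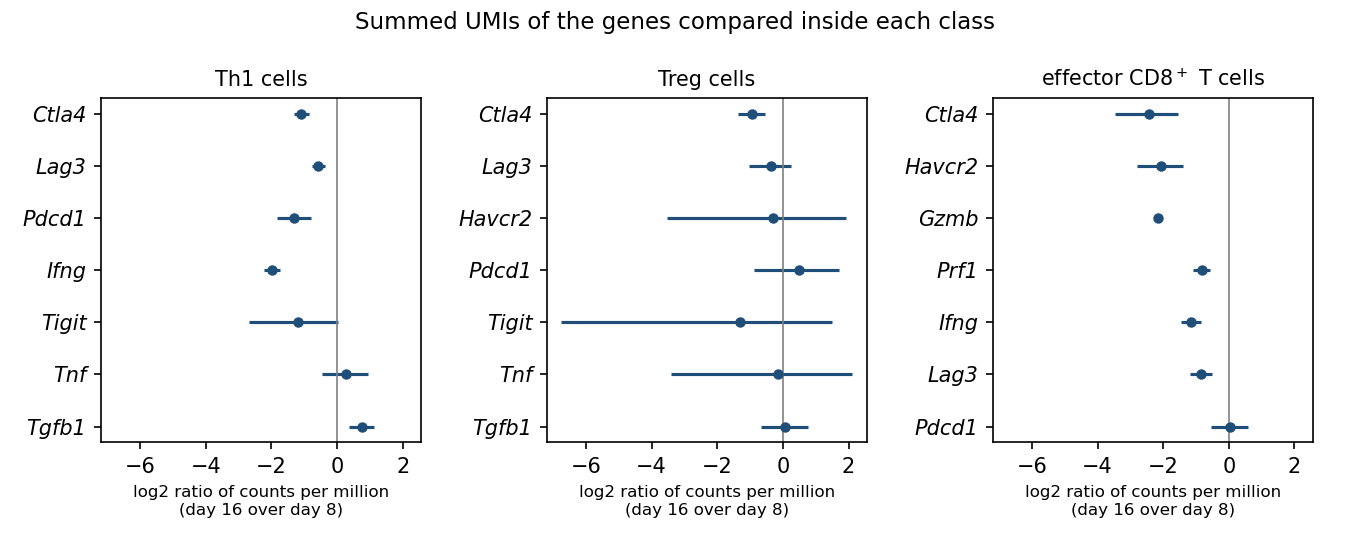
Log2 ratio of CPM, day 16 over day 8 (x axis), of the genes compared inside Th1 cells, Treg cells and effector CD8+ T cells; points are ratios of summed UMIs and lines their 95% counting intervals. Havcr2 in Th1 cells and Ifng in Treg cells, with 0 UMIs at day 16, have no ratio and are left out.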

Differential gene expression analysis also found that the signal of T cell exhausting markers, such as CTLA-4 (*Ctla4*) and Tim3 (*Harvcr2*), as well as granzyme B (*Gzmb*) and perforin (*Prf1*) were significantly downregulated in effector CD8^+^ T cells at the recurrence stage, as compared to the acute infection stage (Figure 4H). No significant effect on parasitemia was observed after CD8^+^ T cells were depleted during the acute or recurrence stage (Figure 4I). Thus, in contrast to its protective effect against *Plasmodium yoelii* (*P. yoelii*) infection, CD8^+^ T cells had no significant role in the control of either acute or recurrent *P. chabaudi* infection, which might be attributed to the exhaustion and dysfunction of CD8^+^ T cells during malaria infection (Horne-Debets et al., 2013).

**FIGURE 4:**
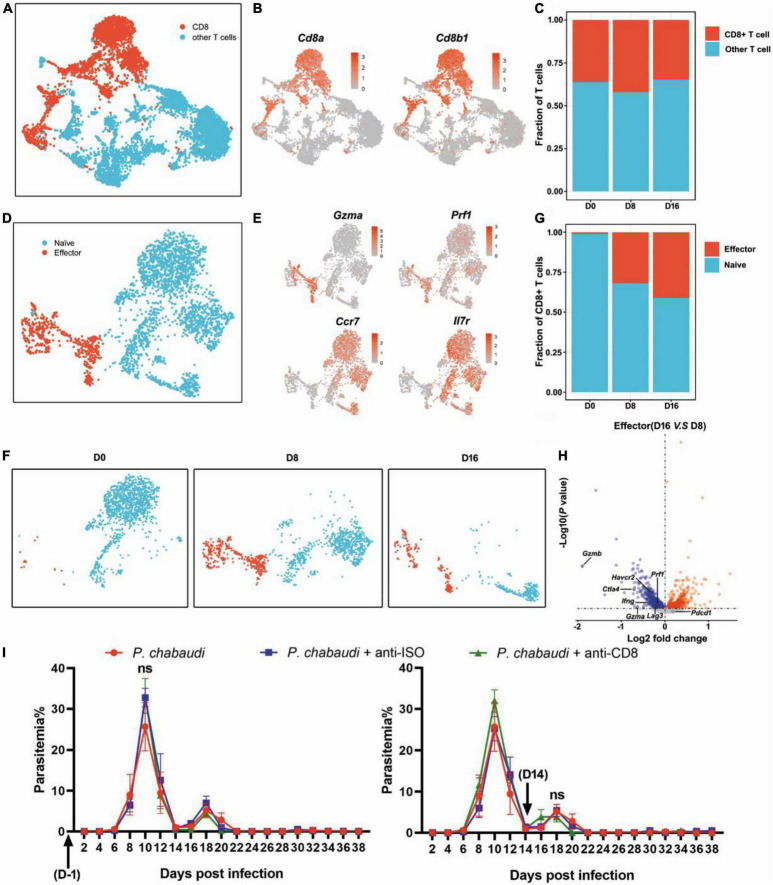
CD8^+^ T cells are dispensable for control of both the acute and recurrent stage of *P. chabaudi* infection. **(A)** UMAP projection plot of T cell populations merged from the three time points. **(B)** Feature plots depicting single-cell expression of canonical immune cell markers of CD8^+^ T cells. **(C)** Cell abundance frequency of CD8^+^ T cell relative to the total number of T cells at each time point. **(D)** UMAP visualization of the CD8^+^ T cells merged from all samples. **(E)** Expression of markers driving heterogeneity of CD8^+^ T cells subtypes, including the naïve and effector CD8^+^ T cells. **(F)** UMAP plot from **(D)** split into the three stages of infection. **(G)** Abundance of each population relative to the total number of CD8^+^ T cells at each time point. **(H)** Volcano plots depict differential gene expression between clusters of cells, with a *P*-value of < 0.05. Blue represents downregulated genes and red represents upregulated genes. **(I)** WT mice (*n* = 5) were injected with anti-CD8 or control IgG on days –1, 1, 3, 5, 7 or days 14, 16, 18, 20, 22 after the challenge. All experiments were performed in triplicates and the data are presented as means ± the SD. ns, not significant.

### Innate Immune Responses Are Critical for the Control of *Plasmodium chabaudi* Recurrence

Based on the results obtained for the role of CD4^+^ T and B cells in the control of parasite recurrence in this study, we wondered whether the control of *P. chabaudi* recurrence was dependent on an innate immune response. 

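Clusters named γδT cells, with Trdc as the lead marker, held 33 T cells at day 0, 16 at day 8 and 80 at day 16, or 1.05% (0.725% to 1.47%), 0.708% (0.405% to 1.15%) and 7.12% (5.69% to 8.79%) of T cells. The gain from day 8 to day 16 was 6.42 percentage points (4.91 to 8.11). A cluster of 185 T cells, with 60, 99 and 26 cells by day, also scored highest for γδT cells but stayed unnamed, since 28.6% of its cells held a UMI of Trdc and 40% were asked for. With doublets kept the gain was 0.488 points, as the clusters named γδT cells then held 10, 4 and 7 cells. T cells with a UMI of Trdc and a UMI of Tcrg-C1, Tcrg-C2 or Tcrg-C4, a definition added after the data had been seen, numbered 56, 51 and 113, or 1.79% (1.35% to 2.31%), 2.26% (1.69% to 2.96%) and 10.1% (8.36% to 12.0%). The share of B cells that meet this definition is not given, so the part due to free RNA stays open. Clusters named NKT cells held 66, 26 and 164 T cells, or 2.10% (1.63% to 2.67%), 1.15% (0.753% to 1.68%) and 14.6% (12.6% to 16.8%). Of the NKT cells of day 16, 120 lay in a cluster of 138 cells, of which 46.4% held a UMI of Cd4 and 7.97% a UMI of Klrb1c. Without this cluster, left out after the data had been seen, NKT cells numbered 61, 13 and 44, and their gain from day 8 to day 16 was 3.34 points (2.21 to 4.68).

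**Figure D2:**
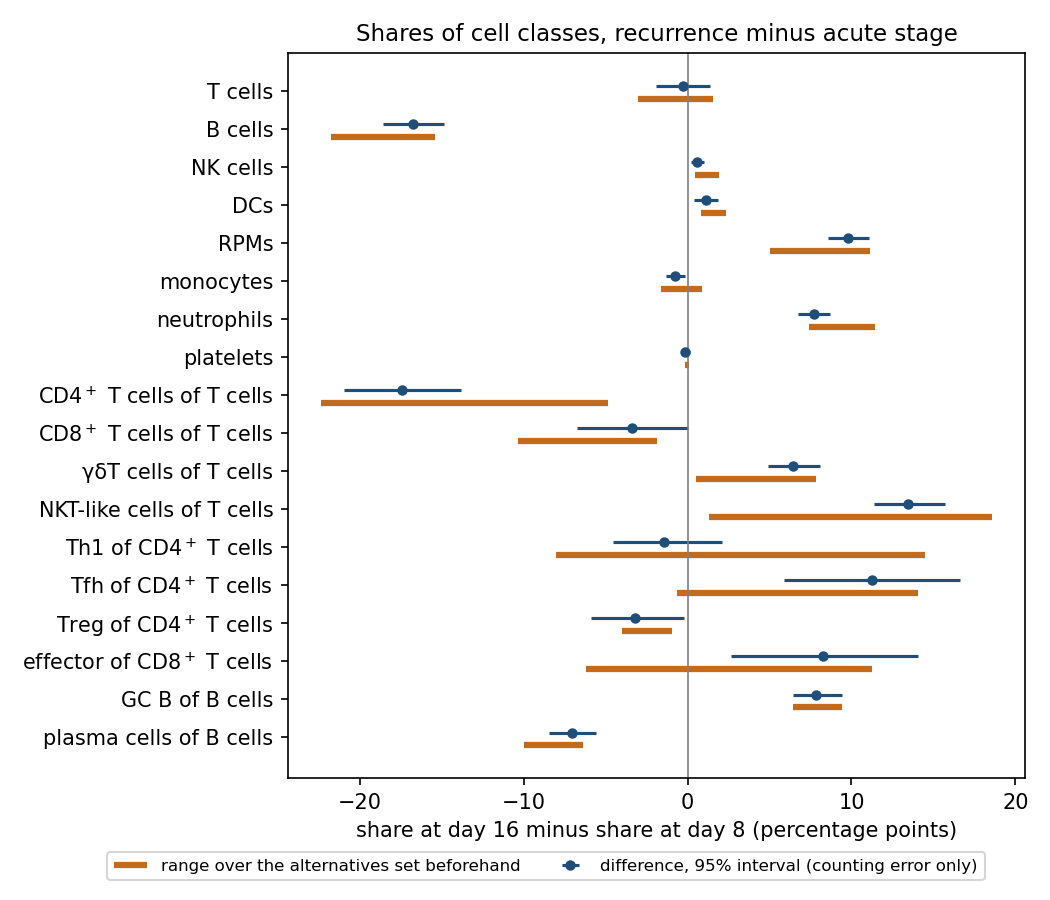
Share of each cell class at day 16 minus its share at day 8 in percentage points (x axis). Points with thin lines are the differences with their 95% counting intervals, and thick bars span the values under the other settings of the processing. The bars of T cells, monocytes, platelets, Th1 cells, Tfh cells and effector CD8+ T cells cross 0.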

UMAP analysis showed that the frequency of innate immune cells, including γδT cells, RPMs, DCs, and neutrophils, were significantly higher in the recurrence phase than in the acute phase (Figures 1E, 5A–C).

**FIGURE 5:**
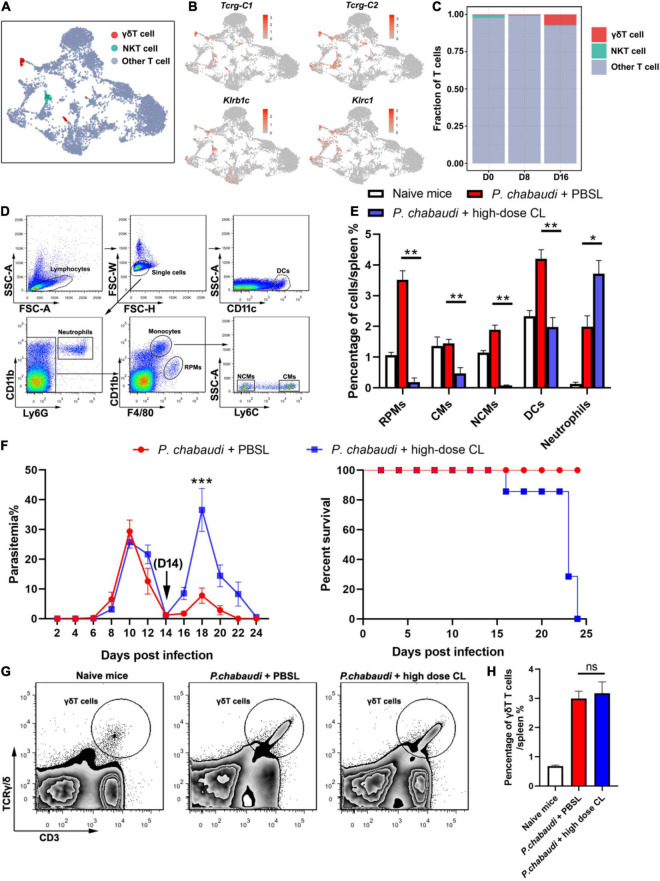
Innate immune cells are essential for the control of *P. chabaudi* recurrence. **(A)** UMAP projection plot of T cell populations merged from the three time points. **(B)** Feature plots depicting single-cell expression of canonical immune cell markers of γδT cells and NKT cells. **(C)** Cell abundance frequency of γδT cells and NKT cells relative to the total number of T cells at each time point. **(D)** A representative flow cytometry analysis of phagocytic cells, including the RPMs, CMs (classical monocytes), NCMs (non-classical monocytes), DCs and neutrophils. **(E)** Statistical analysis of the frequency of phagocytic cells in infected mice after treatment with CLs for 48 h. **(F)** WT mice (*n* = 5) were treated with clodronate liposomes (CLs) or control liposomes (PBSLs) on days 14, 17, 20 after the challenge. All the mice were challenged with *P. chabaudi* on day 0. The parasitemia (*left*) and survival rate (*right*) were monitored. **(G)** A representative flow cytometry analysis of γδT cells. **(H)** Statistical analysis of the frequency of γδT cells in mice after treatment with CLs for 48 h. Three individual experiments were performed. The data are presented as means ± the SD. ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001.

As a high dose of clodronate liposome (CL) has been shown to deplete most phagocytic cells in spleen tissue (Fontana et al., 2016), the *P. chabaudi* infected mice were administered a high dose of CL at the onset of the recurrent infection stage. As a result, almost 100% of the RPMs (CD11b^+^ F4/80^high^), 80% of the monocytes (CD11b^+^ F4/80^low^), and approximately 30% of the DCs (CD11c^+^), were depleted after the injection of CL. However, no neutrophil depletion was observed (Figures 5D,E). The parasitemia in the recurrent phase sharply increased to a level higher than the peak of the acute phase, and all mice died after treatment with CL (Figure 5F). Recently, γδT cells were reported to kill malaria parasites through direct phagocytosis (Junqueira et al., 2021). However, phagocytosis by γδT cells might result in its depletion by high-dose CL treatment. In contrast, we found that high-dose CL treatment did not reduce the frequency of γδT cells in the mice spleen (Figures 5G,H), therefore excluding the possibility that γδT cell depletion plays a role in parasitemia in mice treated with CL. Thus, our data strongly suggest the critical role of innate immune responses in the control the *P. chabaudi* recurrence.

## Discussion

Many studies have been conducted to elucidate the protective immune responses against acute malaria infection; however, knowledge about host control of parasite recrudescence is still lacking. In the current study, we analyzed the difference in host immune responses against acute infection and the recurrence of *P. chabaudi* infection. Our results illustrate the critical role of innate immune responses in the control of parasitemia recurrence when the adaptive immune responses are suppressed. These findings provide novel clues to immune intervention in the recrudescence of parasites and may aid in developing strategies to block malaria transmission.

Except for antigenic variation, the suppressive effect of malaria parasites on host immune responses is regarded as a major cause of parasite recrudescence (Butler et al., 2012; Horne-Debets et al., 2013). CD4^+^ T cell responses are the predominant protective immune response that controls blood-stage malaria infection. The differentiation of CD4^+^ T cells into Th1 and Tfh, which destroy the parasites through the secretion of IFN-γ or by helping B cells to produce high-affinity antibodies, has been observed in acute malaria infection (Stephens et al., 2005; Lonnberg et al., 2017; Perez-Mazliah et al., 2017). Meanwhile, Treg cells have been found to also increase early during malaria infection which limits the responses of Th1 and Tfh (Hisaeda et al., 2004; Nie et al., 2007; Haque et al., 2010). Accordingly, we found that Th1 and Tfh, along with Treg cells, increased early during acute *P. chabaudi* infection (Figure 2).

It has also been found that acute malaria infection impairs the Th1 response by inducing type I IFN secretion (Haque et al., 2014; Montes de Oca et al., 2016) and interferes with the differentiation of Tfh cells (Obeng-Adjei et al., 2015; Ryg-Cornejo et al., 2016). Furthermore, CD4^+^ T cells in chronic malaria infection tend to be exhausted, and their roles in the control of chronic malaria infection are greatly inhibited (Butler et al., 2012; Illingworth et al., 2012). In the current study, we observed a significant decrease in the number of Th1 cells and the expression of IFN-γ by Th1 in the recurrence phase of *P. chabaudi* infection. Additionally, our results demonstrated a less important role of CD4^+^ T cells in the control of parasite recurrence (Figure 2).

The antibodies produced by B cells require the help of Tfh cells. In the current study, the impaired Tfh response subsequently resulted in the inhibition of GC B cells activation, plasma cells, and antibody generation (Deenick and Ma, 2011). As a result, malaria infection resulted in an increase of atypical memory B cells (Weiss et al., 2009; Illingworth et al., 2012; Obeng-Adjei et al., 2017) and the production of antibodies was significantly suppressed (Portugal et al., 2015). Recently, *Plasmodium*-specific atypical memory B cells were regarded as short-lived activated B cells that disappeared upon natural resolution of chronic infection (Perez-Mazliah et al., 2018). In addition, malaria infection promotes the rapid development of plasmablasts, which results in nutrient deprivation of the germinal center reaction and limits the generation of memory B cells and LLPC responses (Vijay et al., 2020). In this study, we found that the frequency of plasma cells declined almost to baseline level in the recurrence phase, although the number of GC B cells and plasma cells were significantly increased during the acute *P. chabaudi* infection phase. This may indicate that plasma cells undergo apoptosis during the recurrence phase of *P. chabaudi* infection, as previously reported (Wykes et al., 2005).

With the suppressed functions of both CD4^+^ T and B cell responses, innate immune responses play a critical role in the control of parasite recurrence. Recently, a subset of γδT cells, Vδ2 T cells, was shown to be critical for the control of parasite recrudescence through the secretion of M-CSF (Mamedov et al., 2018), which in turn regulates the number of monocytes and macrophages (Ushach and Zlotnik, 2016). However, in addition to Vδ2 T cells, we found that RPMs, DCs and neutrophils were also greatly increased during recurrence phase of *P. chabaudi* infection. The increased number of macrophages and DCs might be differentiated from inflammatory monocytes recruited from the bone marrow during malaria infection, as previously reported (Lai et al., 2018). The depletion of DCs, monocytes, and RPMs by high dose CL treatment led to high levels of parasitemia during the recurrence phase, indicating their critical role in the control of parasite recrudescence. This effect was not attributed to the depletion of γδT cells, as high dose CL treatment did not lead to any loss of γδT cells in the spleen (Figures 5G,H). However, a detailed study is still needed to identify the individual roles of DCs and RPMs in the control of *P. chabaudi* recurrence.

With frequent recrudescence, human malaria infection persists for several months or years and serves as a major reservoir for malaria transmission (Okell et al., 2012; Churcher et al., 2015; Lin et al., 2016; Slater et al., 2019; Barry et al., 2021). If our finding that innate immune responses were critical for the control of parasite recrudescence could be confirmed in human malaria, it will help us to design novel strategy to control parasite recrudescence and to block malaria transmission.

## Data Availability Statement

The scRNA-seq data generated in this study have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database at www.ncbi.nlm.nih.gov/geo/ under accession number GSE192930.

## Ethics Statement

The animal study was reviewed and approved by the Animal Ethics Committee of the Army Medical University (Third Military Medical University) Institute of Medical Research, under the approval number AMUWEC2020135.

## Author Contributions

WX, TL, and JZ: conceptualization, writing, review, editing, and supervision. WX and TL: writing – original draft and funding acquisition. TL, JZ, and SC: methodology. TL, SC, JZ, YG, YF, and SG: investigation. WX: resources. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[B1] BarryA.BradleyJ.StoneW.GuelbeogoM. W.LankeK.OuedraogoA. (2021). Higher gametocyte production and mosquito infectivity in chronic compared to incident *Plasmodium falciparum* infections. *Nat. Commun.* 12:2443. 10.1038/s41467-021-22573-7 33903595PMC8076179

[B2] BrugatT.ReidA. J.LinJ. W.CunninghamD.TumwineI.KushingaG. (2017). Antibody-independent mechanisms regulate the establishment of chronic *Plasmodium* infection. *Nat. Microbiol.* 2:16276. 10.1038/nmicrobiol.2016.276 28165471PMC5373435

[B3] ButlerN. S.MoebiusJ.PeweL. L.TraoreB.DoumboO. K.TygrettL. T. (2012). Therapeutic blockade of PD-L1 and LAG-3 rapidly clears established blood-stage *Plasmodium* infection. *Nat. Immunol.* 13 188–195. 10.1038/ni.2180 22157630PMC3262959

[B4] ChuaC. L.BrownG.HamiltonJ. A.RogersonS.BoeufP. (2013). Monocytes and macrophages in malaria: Protection or pathology? *Trends Parasitol.* 29 26–34. 10.1016/j.pt.2012.10.002 23142189

[B5] ChurcherT. S.TrapeJ. F.CohuetA. (2015). Human-to-mosquito transmission efficiency increases as malaria is controlled. *Nat. Commun.* 6:6054. 10.1038/ncomms7054 25597498PMC4309425

[B6] CohenS.McG. I.CarringtonS. (1961). Gamma-globulin and acquired immunity to human malaria. *Nature* 192 733–737. 10.1038/192733a0 13880318

[B7] DeenickE. K.MaC. S. (2011). The regulation and role of T follicular helper cells in immunity. *Immunology* 134 361–367. 10.1111/j.1365-2567.2011.03487.x 22043829PMC3230790

[B8] FontanaM. F.de MeloG. L.AnidiC.HamburgerR.KimC. Y.LeeS. Y. (2016). Macrophage colony stimulating factor derived from cd4+ t cells contributes to control of a blood-borne infection. *PLoS Pathog.* 12:e1006046. 10.1371/journal.ppat.1006046 27923070PMC5140069

[B9] HaqueA.BestS. E.AmanteF. H.MustafahS.DesbarrieresL.de LabastidaF. (2010). CD4+ natural regulatory T cells prevent experimental cerebral malaria via CTLA-4 when expanded *in vivo*. *PLoS Pathog.* 6:e1001221. 10.1371/journal.ppat.1001221 21170302PMC3000360

[B10] HaqueA.BestS. E.Montes de OcaM.JamesK. R.AmmerdorfferA.EdwardsC. L. (2014). Type I IFN signaling in CD8- DCs impairs Th1-dependent malaria immunity. *J. Clin. Invest.* 124 2483–2496. 10.1172/JCI70698 24789914PMC4038565

[B11] HisaedaH.MaekawaY.IwakawaD.OkadaH.HimenoK.KishiharaK. (2004). Escape of malaria parasites from host immunity requires CD4+ CD25+ regulatory T cells. *Nat. Med.* 10 29–30. 10.1038/nm975 14702631

[B12] Horne-DebetsJ. M.FaleiroR.KarunarathneD. S.LiuX. Q.LineburgK. E.PohC. M. (2013). PD-1 dependent exhaustion of CD8+ T cells drives chronic malaria. *Cell Rep.* 5 1204–1213. 10.1016/j.celrep.2013.11.002 24316071

[B13] IllingworthJ.ButlerN. S.RoetynckS.MwacharoJ.PierceS. K.BejonP. (2012). Chronic exposure to *Plasmodium falciparum* is associated with phenotypic evidence of B and T cell exhaustion. *J. Immunol.* 190 1038–1047. 10.4049/jimmunol.1202438 23264654PMC3549224

[B14] ImaiT.IshidaH.SuzueK.TaniguchiT.OkadaH.ShimokawaC. (2015). Cytotoxic activities of CD8 T cells collaborate with macrophages to protect against blood-stage murine malaria. *eLife* 4:e04232. 10.7554/eLife.04232 25760084PMC4366679

[B15] JagannathanP.KimC. C.GreenhouseB.NankyaF.BowenK.Eccles-JamesI. (2014). Loss and dysfunction of Vdelta2(+) gammadelta T cells are associated with clinical tolerance to malaria. *Sci. Transl. Med.* 6:251ra117. 10.1126/scitranslmed.3009793 25163477PMC4198150

[B16] JulienJ. P.WardemannH. (2019). Antibodies against *Plasmodium falciparum* malaria at the molecular level. *Nat. Rev. Immunol.* 19 761–775. 10.1038/s41577-019-0209-5 31462718

[B17] JunqueiraC.BarbosaC. R. R.CostaP. A. C.Teixeira-CarvalhoA.CastroG.Sen SantaraS. (2018). Cytotoxic CD8(+) T cells recognize and kill *Plasmodium vivax*-infected reticulocytes. *Nat. Med.* 24 1330–1336. 10.1038/s41591-018-0117-4 30038217PMC6129205

[B18] JunqueiraC.PolidoroR. B.CastroG.AbsalonS.LiangZ.Sen SantaraS. (2021). Gammadelta T cells suppress *Plasmodium falciparum* blood-stage infection by direct killing and phagocytosis. *Nat. Immunol.* 22 347–357. 10.1038/s41590-020-00847-4 33432229PMC7906917

[B19] LaiS. M.ShengJ.GuptaP.ReniaL.DuanK.ZolezziF. (2018). Organ-specific fate, recruitment, and refilling dynamics of tissue-resident macrophages during blood-stage malaria. *Cell Rep.* 25 3099–3109.e3. 10.1016/j.celrep.2018.11.059 30540942

[B20] LinJ. T.UbaleeR.LonC.BalasubramanianS.KuntawunginnW.RahmanR. (2016). Microscopic *Plasmodium falciparum* gametocytemia and infectivity to mosquitoes in cambodia. *J. Infect. Dis.* 213 1491–1494. 10.1093/infdis/jiv599 26667316PMC4813737

[B21] LonnbergT.SvenssonV.JamesK. R.Fernandez-RuizD.SebinaI.MontandonR. (2017). Single-cell RNA-seq and computational analysis using temporal mixture modelling resolves Th1/Tfh fate bifurcation in malaria. *Sci. Immunol.* 2:eaal2192. 10.1126/sciimmunol.aal2192 28345074PMC5365145

[B22] MamedovM. R.ScholzenA.NairR. V.CumnockK.KenkelJ. A.OliveiraJ. H. M. (2018). A macrophage colony-stimulating-factor-producing gammadelta t cell subset prevents malarial parasitemic recurrence. *Immunity* 48 350–363.e7. 10.1016/j.immuni.2018.01.009 29426701PMC5956914

[B23] MedingS. J.LanghorneJ. (1991). CD4+ T cells and B cells are necessary for the transfer of protective immunity to *Plasmodium chabaudi chabaudi*. *Eur. J. Immunol.* 21 1433–1438. 10.1002/eji.1830210616 1675172

[B24] Montes de OcaM.KumarR.RiveraF. L.AmanteF. H.SheelM.FaleiroR. J. (2016). Type I interferons regulate immune responses in humans with blood-Stage *Plasmodium falciparum* infection. *Cell Rep.* 17 399–412. 10.1016/j.celrep.2016.09.015 27705789PMC5082731

[B25] NieC. Q.BernardN. J.SchofieldL.HansenD. S. (2007). CD4+ CD25+ regulatory T cells suppress CD4+ T-cell function and inhibit the development of *Plasmodium berghei*-specific TH1 responses involved in cerebral malaria pathogenesis. *Infect. Immun.* 75 2275–2282. 10.1128/IAI.01783-06 17325053PMC1865737

[B26] Obeng-AdjeiN.PortugalS.HollaP.LiS.SohnH.AmbegaonkarA. (2017). Malaria-induced interferon-gamma drives the expansion of Tbethi atypical memory B cells. *PLoS Pathog.* 13:e1006576. 10.1371/journal.ppat.1006576 28953967PMC5633206

[B27] Obeng-AdjeiN.PortugalS.TranT. M.YazewT. B.SkinnerJ.LiS. (2015). Circulating Th1-cell-type Tfh cells that exhibit impaired b cell help are preferentially activated during acute malaria in children. *Cell Rep.* 13 425–439. 10.1016/j.celrep.2015.09.004 26440897PMC4607674

[B28] OkellL. C.BousemaT.GriffinJ. T.OuedraogoA. L.GhaniA. C.DrakeleyC. J. (2012). Factors determining the occurrence of submicroscopic malaria infections and their relevance for control. *Nat. Commun.* 3:1237. 10.1038/ncomms2241 23212366PMC3535331

[B29] OuedraogoA. L.BousemaT.SchneiderP.de VlasS. J.Ilboudo-SanogoE.Cuzin-OuattaraN. (2009). Substantial contribution of submicroscopical *Plasmodium falciparum* gametocyte carriage to the infectious reservoir in an area of seasonal transmission. *PLoS One* 4:e8410. 10.1371/journal.pone.0008410 20027314PMC2793432

[B30] Perez-MazliahD.GardnerP. J.SchweighofferE.McLaughlinS.HoskingC.TumwineI. (2018). *Plasmodium*-specific atypical memory B cells are short-lived activated B cells. *eLife* 7:e39800. 10.7554/eLife.39800 30387712PMC6242553

[B31] Perez-MazliahD.NguyenM. P.HoskingC.McLaughlinS.LewisM. D.TumwineI. (2017). Follicular helper t cells are essential for the elimination of *Plasmodium* Infection. *EBioMedicine* 24 216–230. 10.1016/j.ebiom.2017.08.030 28888925PMC5652023

[B32] PomboD. J.LawrenceG.HirunpetcharatC.RzepczykC.BrydenM.CloonanN. (2002). Immunity to malaria after administration of ultra-low doses of red cells infected with *Plasmodium falciparum*. *Lancet* 360 610–617. 10.1016/S0140-6736(02)09784-2 12241933

[B33] PortugalS.TiptonC. M.SohnH.KoneY.WangJ.LiS. (2015). Malaria-associated atypical memory B cells exhibit markedly reduced B cell receptor signaling and effector function. *eLife* 4:e07218. 10.7554/eLife.07218 25955968PMC4444601

[B34] Ryg-CornejoV.IoannidisL. J.LyA.ChiuC. Y.TellierJ.HillD. L. (2016). Severe malaria infections impair germinal center responses by inhibiting t follicular helper cell differentiation. *Cell Rep.* 14 68–81. 10.1016/j.celrep.2015.12.006 26725120

[B35] ScherfA.Lopez-RubioJ. J.RiviereL. (2008). Antigenic variation in *Plasmodium falciparum*. *Annu. Rev. Microbiol.* 62 445–470.1878584310.1146/annurev.micro.61.080706.093134

[B36] SlaterH. C.RossA.FelgerI.HofmannN. E.RobinsonL.CookJ. (2019). The temporal dynamics and infectiousness of subpatent *Plasmodium falciparum* infections in relation to parasite density. *Nat. Commun.* 10:1433. 10.1038/s41467-019-09441-1 30926893PMC6440965

[B37] StephensR.AlbanoF. R.QuinS.PascalB. J.HarrisonV.StockingerB. (2005). Malaria-specific transgenic CD4(+) T cells protect immunodeficient mice from lethal infection and demonstrate requirement for a protective threshold of antibody production for parasite clearance. *Blood* 106 1676–1684. 10.1182/blood-2004-10-4047 15890689

[B38] StephensR.CulletonR. L.LambT. J. (2012). The contribution of *Plasmodium chabaudi* to our understanding of malaria. *Trends Parasitol.* 28 73–82. 10.1016/j.pt.2011.10.006 22100995PMC4040349

[B39] UshachI.ZlotnikA. (2016). Biological role of granulocyte macrophage colony-stimulating factor (GM-CSF) and macrophage colony-stimulating factor (M-CSF) on cells of the myeloid lineage. *J. Leukoc. Biol.* 100 481–489. 10.1189/jlb.3RU0316-144R 27354413PMC4982611

[B40] VijayR.GuthmillerJ. J.SturtzA. J.SuretteF. A.RogersK. J.SompallaeR. R. (2020). Infection-induced plasmablasts are a nutrient sink that impairs humoral immunity to malaria. *Nat. Immunol.* 21 790–801. 10.1038/s41590-020-0678-5 32424361PMC7316608

[B41] von der WeidT.KitamuraD.RajewskyK.LanghorneJ. (1994). A dual role for B cells in *Plasmodium chabaudi chabaudi (AS)* infection? *Res. Immunol.* 145 412–419. 10.1016/s0923-2494(94)80170-37899705

[B42] WeissG. E.CromptonP. D.LiS.WalshL. A.MoirS.TraoreB. (2009). Atypical memory B cells are greatly expanded in individuals living in a malaria-endemic area. *J. Immunol.* 183 2176–2182. 10.4049/jimmunol.0901297 19592645PMC2713793

[B43] WykesM. N.ZhouY. H.LiuX. Q.GoodM. F. (2005). *Plasmodium yoelii* can ablate vaccine-induced long-term protection in mice. *J. Immunol.* 175 2510–2516. 10.4049/jimmunol.175.4.2510 16081823

How the deposited data were processed for this re-analysis (not part of the article)

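Single-cell RNA sequencing of splenocytes pooled from 5 mice per time point was examined at day 0, day 8 and day 16, with 1 library for each of the 3 conditions. The authors deposited the UMI count of each gene in each barcode called as a cell, made with Cell Ranger after alignment to mm10, and these counts carry no normalization. The version of the gene annotation is not stated in the paper, and positions were taken from GENCODE vM21 on GRCm38. The 29771 barcodes were filtered to 23341 cells, of which 19230 were not erythroid.

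Barcodes needed at least 200 genes and at most 10% of UMIs on mitochondrial genes, and genes needed 3 cells. Doublets were scored against 2 simulated doublets per cell on 2000 variable genes and 30 components, and the highest scores were removed at 0.8% per 1000 barcodes, which took 2049 barcodes. Counts were scaled to 10000 per cell and log-transformed, and the UMI count and mitochondrial share were regressed out, since the variables regressed in the paper are not named. The libraries were integrated by canonical correlation on 3000 variable genes and 30 dimensions and clustered on 10 principal components with 20 neighbours at a resolution of 0.5. Genes of immunoglobulins, T cell receptor segments, haemoglobins and mitochondria were not among the variable genes. The 11 compared genes were left out only where CD4+ and CD8+ T cells were clustered into subsets. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0 and R 4.3.3 with Seurat 5.3.0 were used, a later version of Seurat than the paper's.

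The settings, the comparisons, the alternatives and 21 lists of marker genes were fixed before the data were examined, with the paper's figures and Supplementary Tables already known. The rules that turn lists into names were not. They were set after the clusters, the number of cells per time point and the paper's frequencies had been seen, over several versions, of which 3 earlier ones are among the added alternatives. A cluster of a general class needed 25% of its list. Clusters of T cells named CD4+ T, CD8+ T, γδT or NKT cells needed 3 detected markers and a UMI of the lead marker in 40% of their cells, with no limit on the score. Subsets of CD4+ T, CD8+ T and B cells also needed a score of at least 1.5 over 3 averaged markers. A marker of a general class was detected with UMIs in at least 10% of cells and a log2 fold of 0.5 over the other cells. Markers of T cell classes and of subsets needed UMIs in 10% of cells and 2 times the share in B cells. For subsets of B cells, the share in T cells was used instead. Such a marker did not have to be higher than in sister clusters, against which only the score was taken. Unclear clusters of at least 60 cells were split once. Clusters that met no rule stayed unnamed and in the denominator.

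Shares of cells and their differences, levels in CPM and ratios, and shares of cells with a UMI after thinning to 1000 UMIs were compared between day 16 and day 8, and shares also between day 8 and day 0. No test between time points was made, as there is 1 library each, and 95% intervals hold counting error alone. The named genes were every gene the paper names for a class, whose values in its tables had been seen, and the 3 genes with the highest and lowest log2 ratio among those with at least 100 UMIs over both days that are no markers, in classes of at least 20 cells per day. A floor of 3 counts over the class was used where a gene had 0 UMIs. A list of 12 epithelial genes was used for the airway cells of day 0. Alternatives were merging without integration, a resolution of 1.0, 20 principal components, doublets kept, mitochondrial limits of 5% and 20%, at least 500 genes per cell, no regression, cells assigned one by one, compared genes kept, other scalings of gene levels and thinning to 500 or 2000 UMIs or not at all. The limits of 5% and 500 genes dropped cells from the finished classes without new clustering.

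The ratios were tested on simulated data, after the real values had first been computed, with 200 changed genes per class. In each class, UMIs were drawn independently from a common profile, which is the model behind the intervals. Spread between cells was thus not tested. The direction was recovered for 94.5% of changed genes in Th1 cells, 98.0% in Treg cells, 99.0% in effector CD8+ T cells and 95.5% in plasma cells, with 0 in the wrong direction. The changed genes shifted the true ratios of the unchanged ones, as levels add up to a fixed total. Intervals of unchanged genes held the true ratio in 95.9%, 96.5%, 95.6% and 95.9%, and excluded 0 in 9.08%, 8.55%, 5.19% and 8.00%. The intervals of differences held the true value in 96.2% of 2000 draws for Th1 cells. Flow cytometry, depletion experiments and parasitemia were left out, since they are not in these files.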

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

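In this part, the tests on erythroid cells, the test of free RNA in airway cells and the gate used for Csf1 were chosen only after results were seen, and the count of epithelial genes was chosen before.

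Erythroid cells, which the paper set aside, made up 43.9% of all kept cells at day 16, a signal in cells outside those the paper analysed. If mature red blood cells left by incomplete lysis were the whole cause, dividing erythroid cells would stay as rare as at day 0, on the premise that mature red blood cells do not divide and that lysis spares nucleated cells alike. Erythroid cells with at least 10 UMIs of Mki67 and Top2a made up 0.0446% (0.00919% to 0.130%) of these and the non-erythroid cells at day 0, 1.65% (1.39% to 1.95%) at day 8 and 15.8% (14.8% to 16.8%) at day 16. A limit of 2 UMIs was used first and gave 0.119%, 3.53% and 28.2%, but 19.8% of T cells and 21.5% of B cells passed it at day 16, after which the limit was raised, to a level passed by 4.72% and 8.21%. With either limit the rise argues against left-over mature red blood cells as the whole cause. For erythroid cells without a UMI of either gene, which rose from 0.40% to 4.04% and 20.3%, incomplete lysis and a larger production of red blood cells cannot be told apart, because both predict the rise. A greater production of erythroid cells in the spleen at the recurrence stage may add to the pattern, but lysis that spared more nucleated cells at day 16 was not tested and stays open.

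A cluster of 30 cells, all in the library of day 0, was led by genes of airway cells, a signal outside the genes the paper discusses. They had a median of 1008 UMIs. Of a list of 12 epithelial genes, 10 were found in at least 10% of these cells and at 2 times the share of the other day 0 cells or more, and 0 of the 12 were found in at least 10% of the other day 0 cells. Scgb1a1, which led the cluster, had 457347 CPM in these cells and 6.36 CPM in the other day 0 cells. The genes of the list, none of which led the cluster, summed to 5746 CPM in these cells and 13.3 CPM in the others, a log2 ratio of 8.76 (8.51 to 8.996), which argues against free RNA as the only source. A few epithelial cells in the pool of day 0 are a candidate explanation, and how they came into it was not tested. Without spleen libraries of other mice at day 0, no biological explanation was tested.

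Csf1 (ENSMUSG00000014599, chromosome 3 of GRCm38, 107741048 to 107760469) codes for M-CSF, which the paper mentions in its discussion without a value from these libraries. In cells named T cells and gated as γδT cells by Trdc and Tcrg-C genes, it had 971 CPM at day 16 (920 to 1024), a signal in a gene whose level the paper did not examine here. A UMI of Csf1 was found in 0 of 56 gated cells at day 0, 1 of 51 at day 8 and 80 of 113 at day 16, or 70.8% (61.5% to 79.0%), with a median of 10235 UMIs at day 16. Among the other T cells of day 16, with a median of 9144 UMIs, the share was 4.26% and the level 20.0 CPM, and in B cells the level was 2.92 CPM. Cells gathered into a cluster of T cells because of Csf1 would show no excess under this gate, so the 971 CPM argue against that explanation. They do not exclude it, since the gate was set on cells named T cells by a clustering that did not leave out Csf1. Of the γδT cells named by clusters, 73 of 80 at day 16 and 2 of 16 at day 8 lay in a cluster led by Csf1. A different subset of γδT cells at day 16 and a higher level in the same subset were not separated. A shift of Csf1 across the whole library would raise it in other classes too. From day 8 to day 16 it rose from 29.4 to 971 CPM in the gated cells. It fell from 33.5 to 20.0 CPM in the other T cells and from 6.27 to 2.92 CPM in B cells. These values argue against such a shift for the classes they cover. With 1 library per stage, a difference between the pools that is limited to γδT cells stays open.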

How the results depend on the processing

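The tests with 3 earlier versions of the naming rules, with unnamed cells left out, with the gate for γδT cells and with the large NKT cluster counted otherwise were chosen only after results had been seen, and the other settings were planned. Each value below is a difference between shares in percentage points unless it is called a log2 ratio. "Later" stands for day 16 minus day 8 and "earlier" for day 8 minus day 0. Values are given for shares that left the counting interval of the reported value and for log2 ratios that reversed, and for none of these changes was the cause tested. No paired analysis was possible because each time point is 1 pool of different mice.

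With planned settings, 330 differences between shares were recomputed, of which 243 stayed inside the interval, 80 moved out of it and 7 reversed. Of the 80, 75 kept their direction, and of the 243, 6 had the other sign. Of 372 log2 ratios, 259 stayed inside, 5 of them with the other sign, 108 moved, 2 of them in the other direction, and 5 reversed. Of 90 shares of cells with a UMI, 61 stayed inside, 18 of them with the other sign, and 29 moved, 4 of them in the other direction. With added settings, 132 of 154 differences between shares stayed inside, 21 moved, 3 of them in the other direction, and 1 reversed, and of 188 log2 ratios 139 stayed inside, 45 moved, 3 of them in the other direction, and 4 reversed. With the compared genes kept among the clustering genes, 8 of 8 shares and 38 of 38 log2 ratios stayed inside their intervals. That setting changed only the last clustering of CD4+ and CD8+ T cells. It cannot show an effect of these genes on the earlier clusterings, which never left them out.

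With the libraries merged without integration, the later change was 18.6 in NKT cells and -8.02 in Th1 cells. The earlier change was 0.825 in neutrophils, 17.7 in effector CD8+ T cells and 3.99 in GC B cells. Log2 ratios reversed to 0.11 for Ctla4 and 0.0045 for Lag3 in Th1 cells, and to 0.37 for Prf1 and 0.90 for Lag3 in effector CD8+ T cells. Of the 7 named genes with a log2 ratio in Th1 cells, which leave out Havcr2, 3 were then lower at day 16, against 5 in the main processing. The cause was not tested.

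With a resolution of 1.0, T cells changed by -3.03 later and -17.4 earlier, and CD4+ T cells by -4.86 and -8.78. The later change was 7.21 in NKT cells, 14.5 in Th1 cells and, reversed, -0.658 in Tfh cells, and the earlier change in γδT cells was 1.36. With 20 principal components, DCs changed by 2.32 later and, reversed, by -0.423 earlier, and monocytes by -1.65 and 3.37. Th1 cells changed by -6.85 later, and CD8+ T cells by 3.90 and effector cells by 28.4 earlier.

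With doublets kept, T cells changed by -2.22 later and -21.0 earlier, NK cells by 1.90 and -2.16, and NKT cells by 1.33 and -1.74. The later change was -10.3 in CD4+ T cells and 0.488 in γδT cells. Tfh cells changed by 2.35 later and 14.2 earlier. The earlier change was 7.30 in Th1 cells, 6.84 in Treg cells and 15.8 in effector CD8+ T cells. The log2 ratio of Vim in Treg cells reversed to -0.27, and 3 of 5 named genes with a log2 ratio were lower in Treg cells, against 5 of 7 in the main processing.

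A mitochondrial limit of 5%, set on the finished classes without new clustering, gave later changes of -21.8 in B cells, 11.1 in RPMs, 11.4 in neutrophils and -22.4 in CD4+ T cells. Earlier changes were -25.0 in T cells, 20.0 in B cells, -4.45 in NK cells, 2.41 in RPMs and 2.81 in monocytes. Among the subsets they were 2.81 in CD8+ T cells, 14.4 in Tfh cells, -0.564 in GC B cells and 14.2 in plasma cells. A limit of 20% gave a later change of 1.52 in T cells. It gave earlier changes of 11.4 in B cells, 1.65 in monocytes, 0.843 in neutrophils, 27.3 in effector CD8+ T cells and 3.07 in GC B cells.

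With at least 500 genes per cell, asked of the finished classes without new clustering, DCs changed by 1.92 later and 0.253 earlier, and neutrophils by 9.03 and 0.923. The later change was 5.03 in RPMs and the earlier one 0.0605 in platelets. Without regression, the changes that reversed were -0.180 in DCs earlier and 0.852 in monocytes later. DCs changed by 2.06 later and monocytes by 1.63 earlier, RPMs by 6.91 later and 2.49 earlier, and CD8+ T cells by -8.51 and 5.75. GC B cells changed by 9.44 later, and γδT cells by 0.782, Tfh cells by 11.8 and effector cells by 28.8 earlier.

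With cells assigned one by one from marker scores, 3 changes reversed, to -0.165 in DCs and 1.02 in NKT cells earlier and to -6.21 in effector CD8+ T cells later. The later change was -2.05 in T cells, 1.13 in NK cells, 2.27 in DCs, 10.3 in neutrophils, -9.997 in CD4+ T cells and -10.4 in CD8+ T cells. Tfh cells changed by 2.62 later and 11.8 earlier, and plasma cells by -9.97 and 15.8. The earlier change was 1.17 in platelets, -2.33 in γδT cells, 15.1 in Th1 cells and 25.2 in effector cells.

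Among the added settings, naming without splitting any cluster gave earlier changes of -22.6 in T cells, 13.9 in B cells and 0.717 in neutrophils, and later ones of 16.5 in NKT cells and -5.17 in Th1 cells. The log2 ratios of Prf1 and Lag3 in effector CD8+ T cells reversed to 0.13 and 0.65. Those of Ctla4, Havcr2 and Ifng shrank to -0.053, -0.21 and -0.14, with 1.49 for Pdcd1. With no lead marker asked for as well, T cells changed by -22.6, B cells by 13.9, neutrophils by 0.717, effector cells by 18.1 and GC B cells by 8.22 earlier, and NKT cells by 16.5 later. The log2 ratios of Prf1 and Lag3 reversed there too, to 0.095 and 0.61. With a subset score of at least 2, the later change was -3.63 in CD4+ T cells, 24.7 in Th1 cells and, reversed, -1.14 in Tfh cells, and the earlier one 8.18 in Th1 cells and 15.4 in effector cells. With unnamed cells left out of the denominator, CD4+ T cells changed by -0.725 earlier, and with γδT cells taken by the gate, these changed by 0.472 earlier. With the NKT cluster of 138 cells counted as CD4+ T cells outside the subsets, the later change was -7.33 in CD4+ T cells, 3.34 in NKT cells and 2.66 in Tfh cells. Counted as Th1 cells, it gave a later change of 17.4 in these, and a log2 ratio of -1.38 for Tnf, while 6 of the 7 named genes with a log2 ratio were lower.

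Some results have no value under a setting. Platelets formed no named class with the libraries merged, GC B cells none without splitting clusters, and NKT cells none with a subset score of at least 2. Havcr2 in Th1 cells and Ifng in Treg cells had 0 UMIs at day 16, so they have no log2 ratio and are in no count of lower genes in this part. Havcr2 is counted only in the test of free RNA in Th1 cells under Other observations, where levels were compared. Depth limits the small classes most, since the 25 Treg cells of day 16 hold 192656 UMIs and genes with fewer than 100 UMIs over both days were not ranked.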

Differences from the paper's values

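The paper's frequencies were read by eye from its figures, and its log2 changes were taken from the parts of its Supplementary Tables 1, 2 and 3 that could be read, which hold the first genes of each list. Those tables rest on a test that took single cells as replicates, and there is 1 library per time point, so no test across samples stands beside them. A frequency counts as different when it lies outside the counting interval and one value is more than 1.5 times the other, and a log2 change when it lies outside the counting interval on the tables' own scale or has the other sign. For log2 changes the interval of the CPM ratio was used at first; it was replaced, after the comparison had been seen, by one on the tables' scale, and more values differed with it. The tests with settings named as added were chosen after the values had been seen. For a frequency, a difference called absent below may still leave the paper's value outside the counting interval.

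Of 38 frequencies read from figures, 9 differed. For CD4+ T cells among T cells at day 16, the paper's value is about 58% in Fig. 2C, read by eye, and the recomputed one 38.6%. This difference was absent with a resolution of 1.0, doublets kept, a mitochondrial limit of 20%, at least 500 genes per cell or no regression, and present under the remaining planned settings. Under 5 settings chosen after seeing the values, it no longer counted as a difference. The share was 40.5% without splitting clusters, 40.5% with no lead marker either and 53.7% with a subset score of at least 2. It was 41.9% with unnamed cells left out and 49.2% with the NKT cluster of 138 cells counted as CD4+ T cells. The paper's value stayed outside the counting interval under each of these 5 settings. They met the rule only because the larger value was within the allowed multiple of the smaller. By these settings, in that order, 4, 7, 2, 1 and 0 of the paper's figure values came to differ that had not. Without splitting clusters there are also no GC B cells to compare, and with a subset score of at least 2 no NKT cells.

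For Th1 cells among CD4+ T cells at day 16, the paper's value is about 3% in Fig. 2G, read by eye, against 9.24%, and the difference was absent only with the libraries merged or 20 principal components. Tfh cells are at about 1% at day 0 in the paper's Fig. 2G, read by eye, against 9.82%, which differed except with the libraries merged or cells assigned one by one. At day 8 the paper's value for Tfh cells is about 19% in Fig. 2G, read by eye, against 29.6%, and it differed only with a resolution of 1.0, 20 principal components, at least 500 genes per cell or the compared genes kept. With settings chosen after seeing the values, the share was 28.4% without splitting clusters, with or without lead markers. It was 27.2% with a subset score of at least 2. The paper's value stayed outside the counting intervals of these shares. They do not count as different only because the larger value was within the allowed multiple of the smaller. These settings dropped 4, 7 and 2 figure values as above. At day 16 the paper's value for Tfh cells is about 20% in Fig. 2G, read by eye, against 40.9%, without a difference at a resolution of 1.0, with doublets kept, without regression or with cells assigned one by one, and with one under the other planned settings. A subset score of at least 2, chosen after seeing the values, gave 26.0% and dropped 2 figure values. The paper's value stayed outside the counting interval there too.

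Treg cells make up about 16% of CD4+ T cells at day 0 and about 20% at day 8 in the paper's Fig. 2G, read by eye, against 7.36% and 9.01%, and both differences were absent only with the libraries merged. At day 16 the paper's value is about 9% in Fig. 2G, read by eye, against 5.77%, a difference that remained only with a resolution of 1.0, 20 principal components or at least 500 genes per cell among the planned settings. Without splitting clusters, with or without lead markers, settings chosen after seeing the values, it was 7.02%, with 4 and 7 figure values dropped. For effector CD8+ T cells at day 0, the paper's value is about 1.5% in Fig. 4G, read by eye, against 0.727%, which differed except with a resolution of 1.0 or a mitochondrial limit of 20%, and except without splitting clusters, chosen after seeing the values, at 0.840% with 4 values dropped.

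Of 46 log2 changes in the Supplementary Tables, 21 differed and 45 had the same sign. In Th1 cells, 7 of 18 differed. The paper's value is -2.44 for Ctla4, -1.84 for Lag3, -2.66 for Ifng and -0.27 for Tnf, against -0.99, -0.51, -1.65 and 0.084, and these differed under every planned setting. For Pdcd1 the paper's -1.05 stands against -0.65, for Iigp1 its 0.91 against 1.35 and for Serpina3f its 0.48 against 1.12. They did not differ with the mean over cells, with doublets kept and with the libraries merged, in that order, and differed under the other planned settings. A subset score of at least 2, chosen after seeing the values, gave -0.92 for Pdcd1, -2.47 for Ifng, -0.24 for Tnf, 0.79 for Iigp1 and 0.47 for Serpina3f, none of which differs, while 6 other values of the tables came to differ. With the NKT cluster of 138 cells counted as Th1 cells, also chosen after seeing the values, Pdcd1 was -0.87, Tnf -0.30, Iigp1 0.99 and Serpina3f 0.58, none of which differs, while Havcr2 and Ccl3 came to differ.

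In Treg cells 2 of 9 differed, Jchain with the paper's -0.89 against -1.39 and Slc4a1 with the paper's 0.72 against 1.52. Neither differed with the libraries merged, and both did under the other planned settings. For Jchain, settings chosen after seeing the values gave -1.00 without splitting clusters, with or without lead markers, and -1.09 with a subset score of at least 2, which do not differ, while 6 other values came to differ under each.

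In effector CD8+ T cells 12 of 19 differed. Under every planned setting this held for Ctla4 with the paper's -0.71 against -0.42, Ifng with the paper's -0.38 against -0.77, and Lag3 with the paper's -0.23 against -0.47. It also held for Chst2 with the paper's 0.77 against 0.57, Tnfrsf4 with the paper's -0.47 against -0.59, and Ifitm1 with the paper's -1.38 against -1.60. Among the planned settings, only keeping doublets removed the difference for Gzmb, the paper's -1.90 against -2.07, Slc25a37, the paper's 0.50 against 0.90, and Ggt1, the paper's -0.55 against -0.76. The same was so for S100a8, the paper's 0.36 against 1.92, and S100a9, the paper's 0.045 against 1.65, which were 0.29 and 0.18 with doublets kept. For Igkc, the paper's -1.59 stands against -1.44, which did not differ with the mean over cells alone among the planned settings. Of the settings chosen after seeing the values, a subset score of at least 2 gave -0.19 for Lag3, and leaving clusters unsplit gave -1.61 for Igkc, or -1.62 without lead markers, with 6 other values coming to differ under each.

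Some statements of the paper also stand apart from the values at the claims. The paper states that T cells returned to the baseline at the recurrence stage, where their frequency was 26.9% against 46.6% at day 0, and the paper's own values are about 24% and about 44% in Fig. 1E, read by eye. It describes comparable CD4+ T cells over the stages, which made up 38.6% of T cells at day 16, but 49.2% with the undecided NKT cluster of 138 cells counted as CD4+ T cells and 53.7% with a subset score of at least 2, both chosen after seeing the values. For the decrease of Th1 cells from the acute to the recurrence stage and for the increase of Treg cells in the acute stage, the recomputed differences have intervals that include 0, -4.58 to 2.10 and -0.338 to 3.71 percentage points. With the undecided cluster counted as CD4+ T cells other than Th1 cells, the change of Th1 cells was -3.33 (-6.04 to -0.356), and with it counted as Th1 cells 17.4, both chosen after seeing the values. The paper reports no significant change of exhaustion markers in Treg cells between the stages. In these cells Ctla4 had a log2 ratio of -0.94, and the other named genes had intervals that include 0. At equal depth, the shares of Treg cells with a UMI of Ctla4, 36.8% at day 8 and 32% at day 16, had wide intervals from 114 and 25 cells, which decide neither for nor against a change. The paper states that the transcripts of the IgG genes were lower at the recurrence stage, as Ighg3 was in all classes examined, but Ighg2c was higher in all cells, in B cells and in plasma cells, and Ighg2b in plasma cells. For Ighg2c this rise in CPM came from 76 plasma cells, which held 180476 of its 183305 UMIs at day 16. The share of B cells with a UMI of Ighg2c fell from 15.8% to 9.99%, but that of T cells, which should lack it, fell from 11.1% to 6.56%, and that of plasma cells rose from 39.3% to 51.3%. Fig. 5C shows few NKT cells at each time point, and clusters named NKT cells made up 14.6% of T cells at day 16, or 3.92% without the undecided cluster, left out after seeing the values. In its discussion the paper describes GC B cells as increased in the acute stage, for which the difference was 0.10 percentage points (-0.511 to 0.661), or 3.99 with the libraries merged. Its results section instead places the increase in the recurrence stage and not in the acute stage, which goes with the values at that claim.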

Other observations

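In this part, the tests on NKT cells and on free RNA in Th1 cells were chosen only after the result was seen, and the test on pairs of genes and classes was chosen before it.

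In RPMs, 2710 genes had at least 100 UMIs over day 8 and day 16. The highest log2 ratios of day 16 over day 8 were 4.53 (3.26 to 6.18) for Tmcc2, 3.72 (3.09 to 4.42) for Slc25a37 and 3.43 (3.12 to 3.75) for Fcna, and the lowest -5.27 (-7.57 to -3.69) for Gdf15, -5.11 (-7.01 to -3.73) for Ccl12 and -3.34 (-4.44 to -2.40) for Jun. For Tmcc2, Slc25a37 and Jun, a change of the RPMs themselves is not shown. Tmcc2, which led an erythroid cluster, also rose in B cells, from 1.27 to 16.4 CPM, and so did Slc25a37, from 29.7 to 59.0 CPM, while Jun fell there from 130 to 47.9 CPM, and Hbb-bs in RPMs rose by a log2 ratio of 3.61. Fcna, Gdf15 and Ccl12 had at most 0.441 CPM in B cells at day 8 and day 16. In neutrophils, with 4298 such genes, the highest were 4.57 (2.07 to 9.88) for 9830166K06Rik, 4.44 (1.93 to 9.75) for Pxylp1 and 3.76 (1.88 to 6.81) for Ear2, from 1 or 2 UMIs at day 8. The lowest in neutrophils were -9.46 (-14.78 to -6.96) for Tgtp1, -8.72 (-10.36 to -7.49) for Cxcl2 and -8.45 (-9.23 to -7.76) for Cxcl10.

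S100a8, S100a9, Camp, Ngp and Slc4a1 were higher and Igkc and Jchain lower in T cells at day 16 than at day 8. Free RNA of neutrophils, erythroid cells and plasma cells would move these genes the same way in every class that does not make them. All 33 of 33 pairs of a gene and a class moved in that direction, but 7 of them are the T cells in which the pattern was seen. Among the other classes, where the outcome was open, 26 of 26 pairs did. The log2 ratio of S100a8 was 3.88 in T cells, 3.35 in B cells and 5.17 in NK cells, and that of Igkc was -1.79 in T cells and -1.91 in RPMs. Free RNA is therefore a candidate explanation for changes of these genes inside T cell classes, and no biological explanation was tested for them. The paper's Supplementary Tables list some of these genes, among them S100a8 and Igkc.

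Free RNA could also lower genes in Th1 cells at day 16. After the level in B cells of the same library was subtracted, 5 of the 5 named genes that had been lower with an interval without 0, Havcr2 among them and Tigit not, remained lower, which argues against free RNA as the cause. The rule first asked for a defined ratio and counted 4, since Havcr2 had 0 UMIs at day 16, and was then changed to compare levels. Composition of the small Th1 cluster stays open, since with the libraries merged the log2 ratio of Ctla4 was 0.11.

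Among T cells at day 16, the cells named NKT cells were more frequent, and 120 of them lay in 1 cluster of 138 cells. In that cluster 6.52% of cells had a UMI of Trav11 or Trav11d, against 6.78% in the second NKT cluster and 0.224% of CD4+ T cells. A UMI of Klrb1c was found in 7.97% against 55.9% of the second cluster, and one of Cd4 in 46.4% against 35.6%, with a median of 9368.5 and 8226 UMIs. In B cells the share with Cd4 was 0.782%. Cxcr6 was found in 72.5% and Cxcr3 in 88.4% of the cluster, against 95.8% and 81.4% of the second one. Zbtb16, the lead marker by which both were named, was found in 47.8% and 47.5%. In Th1 cells the share was 10.1% for Zbtb16, 88.4% for Cd4 and 2.12% for Trav11 or Trav11d, with a median of 10777 UMIs. Invariant NKT cells and CD4+ T cells of the Th1 kind cannot be told apart for this cluster, because Zbtb16 was used to name it, Trav11 rests on 9 cells, Klrb1c and Cd4 lie between the second cluster and Th1 cells, and a mixture of both was not tested.

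Some clusters were counted in none of the compared subsets. Among CD4+ T cells, a cluster of dividing cells held 6 cells at day 0, 54 at day 8 and 7 at day 16, and among CD8+ T cells a cluster led by Samd3, Ctla2a and Gzmm held 139, 109 and 44. Unnamed B cells numbered 39, 173 and 112 and unnamed T cells 63, 159 and 90.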
